# Dosing intact birch pollen grains at the air-liquid interface (ALI) to the immortalized human bronchial epithelial cell line BEAS-2B

**DOI:** 10.1371/journal.pone.0259914

**Published:** 2021-11-16

**Authors:** Joana Candeias, Carsten B. Schmidt-Weber, Jeroen Buters

## Abstract

In real life, humans are exposed to whole pollen grains at the air epithelial barrier. We developed a system for in vitro dosing of whole pollen grains at the Air-Liquid Interface (ALI) and studied their effect on the immortalized human bronchial epithelial cell line BEAS-2B. Pollen are sticky and large particles. Dosing pollen needs resuspension of single particles rather than clusters, and subsequent transportation to the cells with little loss to the walls of the instrumentation i.e. in a straight line. To avoid high speed impacting insults to cells we chose sedimentation by gravity as a delivery step. Pollen was resuspended into single particles by pressured air. A pollen dispersion unit including PTFE coating of the walls and reduced air pressure limited impaction loss to the walls. The loss of pollen to the system was still about 40%. A linear dose effect curve resulted in 327-2834 pollen/cm^2^ (± 6.1%), the latter concentration being calculated as the amount deposited on epithelial cells on high pollen days. After whole pollen exposure, the largest differential gene expression at the transcriptomic level was late, about 7 hours after exposure. Inflammatory and response to stimulus related genes were up-regulated. We developed a whole pollen exposure air-liquid interface system (Pollen-ALI), in which cells can be gently and reliably dosed.

## Introduction

A rise in allergic diseases like asthma, hay fever and food allergies has been reported since the 1960s, which is referred to as the allergy epidemic of the 20th century [1]. Allergy research currently focuses on the identification of causative determinants to be able to reverse this increase of allergic diseases [2]. Airborne allergens like pollen are one of the main causes of allergy and may cause rhinoconjuctivitis, eosinophilic bronchitis or allergic asthma.

In real life, humans are exposed to whole pollen grains. These grains are larger than most epithelial cells (21 μm for birch, 45 μm for grass pollen) [3–5]. The aeroallergens reside inside the pollen [6] and are released within minutes after being hydrated [7], i.e. upon contact with (humid) epithelial cells. Other compounds from pollen, like PALMS derived from lipids, are on the surface of pollen and are also rapidly bioavailable [8]. Indeed, most allergic reactions occur rapidly within minutes [9] after humans are exposed to whole pollen. Immunotherapy with pollen extracts has been used for the treatment of allergic diseases since 1911 [10]. The first attempts of immunotherapy used whole pollen grains for desensitization, which resulted in significant side effects in patients [11]. Thus, from the beginning, the use of pollen extracts became the standard method for allergen-specific immunotherapy (ASIT) [10] and consequently for allergy research, either for in vivo or in vitro studies. Indeed, nasal challenges in humans use pollen extracts or standard allergen solutions [12–14]. In mice, pollen grain suspensions were used [15], but these contain extracted pollen in their solution. Newer studies with humans performed in exposure chambers use natural pollen grains [9, 16–20], and for registration of an ASIT by medical authorities studies, real-life data with exposure to whole pollen are essential.

We postulate that in working with extracts, important pharmacokinetic and pharmacological endpoints may be missed. This relates to studies on the effects of environmental pollution on human health, where the dosing of extracts to submerged cells is being challenged and slowly replaced by exposures at the air-liquid interface. For instance, exposure at the air-liquid interface (ALI) of airway epithelial cells to Diesel Exhaust Particles (DEP) and wood combustion particles was established to mimic real-life exposure to combustion derived-PM [21–23]. The combustion aerosols produced, including the reactive gases, are immediately delivered to the cells. Dosing at the air-liquid interface is technically challenging and thus costly, and not routinely carried out [22]. We propose that the same should be done for pollen exposure as pollen grains are also dosed at the air-liquid interface in real life. For Pollen-ALI (Pollen Sedimentation Chamber exposure to ALI cell culture), we know of just one system that makes whole pollen ALI exposure possible [24]. Here, variability of dosing seems to be high, probably due to the characteristics of pollen grains.

Whole pollen is sticky and thus difficult to work with as it adheres easily to any surface [25, 26]. For entomophilous pollen this is deliberate, as a sugar containing glue on pollen called “pollenkitt” enables transport of pollen on the legs of insects [27]. Anemophilous (wind pollinated) pollen, like birch pollen, do not need such a mechanism but still show rudimentary sticking characteristics [25]. In aerodynamic studies, the formation of clusters of pollen upon resuspension (which sediment much more rapidly than single pollen) has been reported [28]. Overcoming both loss to the instrumentation and clustering are among the main obstacles that were not yet solved.

Our goal was to establish a whole pollen sedimentation chamber, and expose immortalized human bronchial epithelial cell line BEAS-2B to real-life doses of intact pollen. We developed methods that allowed resuspension of pollen as single particles, developed an assay to study the adhesion of a pollen grain to different surfaces (to control for pollen loss), and created a chamber that allows a reproducible and even distribution of the whole pollen.

We exposed BEAS-2B cells to real-life pollen doses at ALI, at doses that are low compared to the often used pollen extracts. Transcriptional analysis of BEAS-2B exposed to pollen for different lengths of time showed the largest response at about 7 hours after pollen exposure, with pathways related to inflammation and immune responses being up-regulated. This study demonstrates the development of a Pollen-ALI that enables a better understanding of factors that control the etiology of allergic diseases.

## Materials and methods

### Development of the Pollen Sedimentation Chamber

Birch pollen were freshly collected in Munich, in 2018, sieved through 100 and 70 μm Mesh (CISA Cedaceria Industrial, Spain) and stored as aliquots at -70°C. Aliquots of the pollen were allowed to reach room temperature for 2 hours before opening a vial. Relative humidity and temperature were recorded before weighing of pollen. The amount of allergen released from pollen was determined by ELISA and was 3.7 pg/pollen grain, in agreement with the literature [29].

Aluminium tubing with a diameter of 20 cm was used for chamber construction. Birch pollen are about 21 μm in diameter and so a stainless-steel mesh of 15 μm (Utah Biodiesel supply, USA) was used to allow exchange of air but not pollen (Fig 1A).

**Fig 1:**
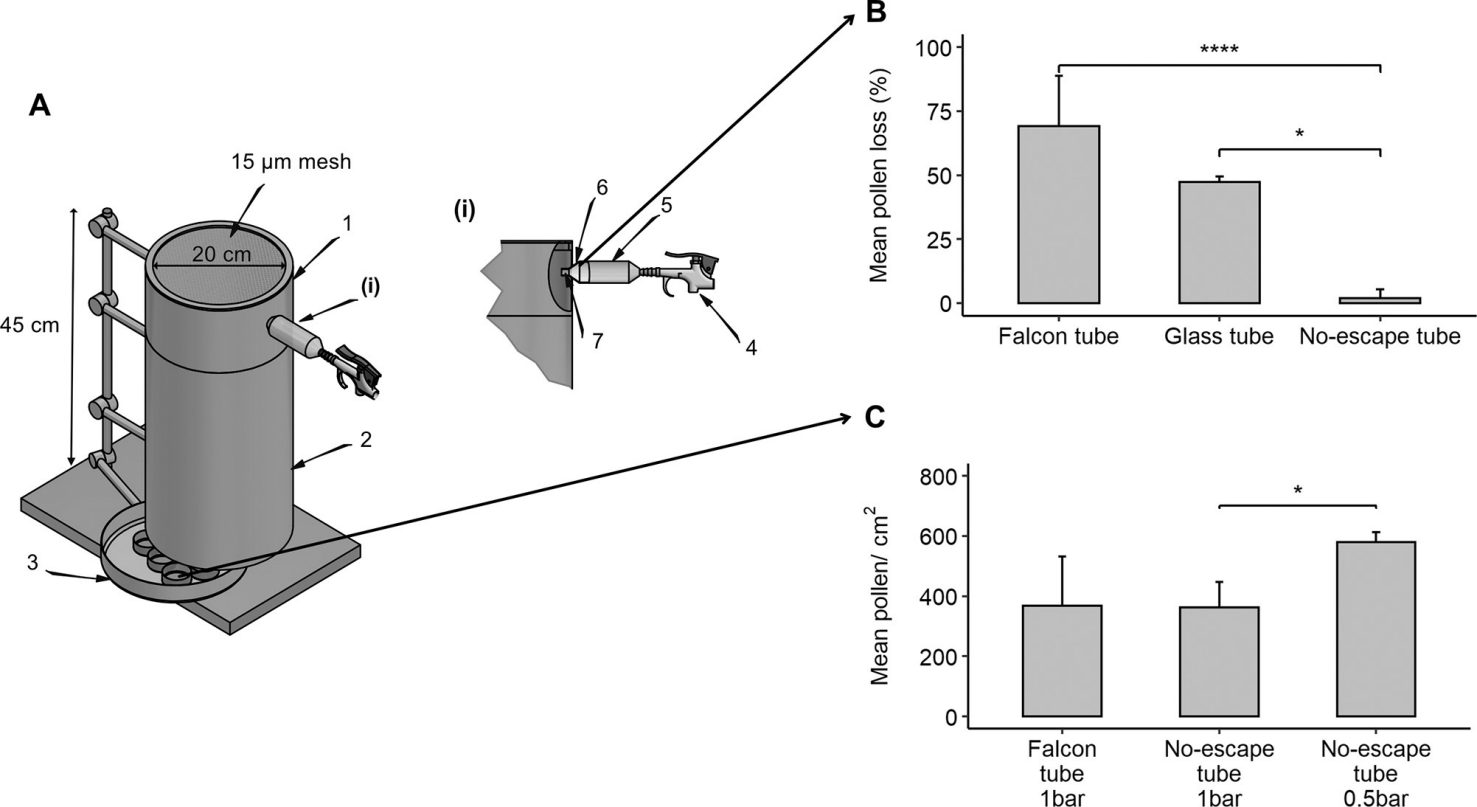
Characteristics of the air-liquid pollen sedimentation chamber. (A) dispersion (1), sedimentation (2), and cell loading chamber (3). i) Detail with a pressured air gun (4), pressure shock absorber (5), “No-escape” loading tube (6) and location of the “to be dosed” pollen (7). (B) Effect of different loading tubes on the pollen loss before entering the chamber. (C) Effect of dispersion pressure on the pollen deposition. N = 4 in all cases, *p<0.05, *** p<0.001.

Pollen deposition on undesired places was checked by using Vaseline (Bombastus-Werke, Freital, Germany) coated Melinex® tape (Burkard Manufacturing Co Ltd, England) followed by microscope analysis and manual counting.

Pollen deposition on cells was performed for 1, 2, 4 and 10 mg whole birch pollen and quantitated with circular Vaseline coated glass cover slides, with the same diameter as a 6-well insert (24 mm), distributed on the same place where each 6-well insert would have been. In addition, two 12 mm diameter cover glasses were placed inside each culture plate to be used for dose assessment, also when exposing cells. Pollen on cover glasses were counted with a light microscope (Leica Microsystems GmbH, Germany) using 100x magnification. Microscope pictures of pollen were performed with EVOS® FL Auto (Life Technologies) and treated with ImageJ Software (National Institute of Health, USA). Two lines crossing the cover glass were counted, representing an area of 0.48 cm^2^. Different counting methods were tested and the two lines method resulted in a representative estimate of the distribution of the pollen on the cover glass. Pollen loss was calculated by relating weighted pollen to recovered pollen on a cover slide of 0.48 cm^2^ in relation to the surface of 283.5 cm^2^ of the bottom of the chamber, using a pollen weight of 7 ng/grain pollen [3, 4, 26].

Lack of adhesion of pollen to surfaces (protective coating) was tested with the “Slide-friction-test”: each surface was declined 45° and about 2 mg of pollen were applied with a brush to a marked position. The distance that pollen had moved down the slope from this mark was measured. The longer the distance, the less the pollen adhered to this surface or coating (S1A Fig).

### Air-liquid-interface exposure to whole birch pollen

The immortalized human bronchial epithelium cell line BEAS-2B (ATCC® CRL-9609™) was cultured as in [22]. For pollen exposure, 0.4x10^6^ cells were seeded on transferable 24 mm Transwells® inserts with a 0.4 μm pore polyester membrane (Corning, Tewksbury, USA) and kept in submerged conditions for 24 hours. At all times, cells were cultured on pre-coated flasks and inserts using a solution with 0.01 mg/mL fibronectin, 0.03 mg/mL bovine collagen type I and 0.01 mg/mL bovine serum albumin - all from Sigma-Aldrich^®^ - Germany, according ATCC’s recommendations. Basal medium was then changed and the apical medium was removed for ALI conditions. Cells were then kept in air-liquid interface conditions for 24 hours before pollen exposure. Confluence of cells was checked by light microscope before pollen exposure and only inserts with more than 85% confluence were used. Cells were inserted into the Pollen-ALI, in Incubator 1 that was kept at 37°C and 5% CO_2_. BEAS-2B cells were exposed to 10 mg of whole birch pollen (or mock exposed) by dispersing the pollen with 0.5 bar pressured air into the chamber (Jun-Air model-6 Compressor, Redditch, UK). Sedimentation was allowed to proceed for 10 min. Exposed cells were then returned to the original incubator and further incubated under ALI conditions for the indicated times (Fig 2). The same conditions were used for the mock exposure (devoid of pollen).

**Fig 2:**
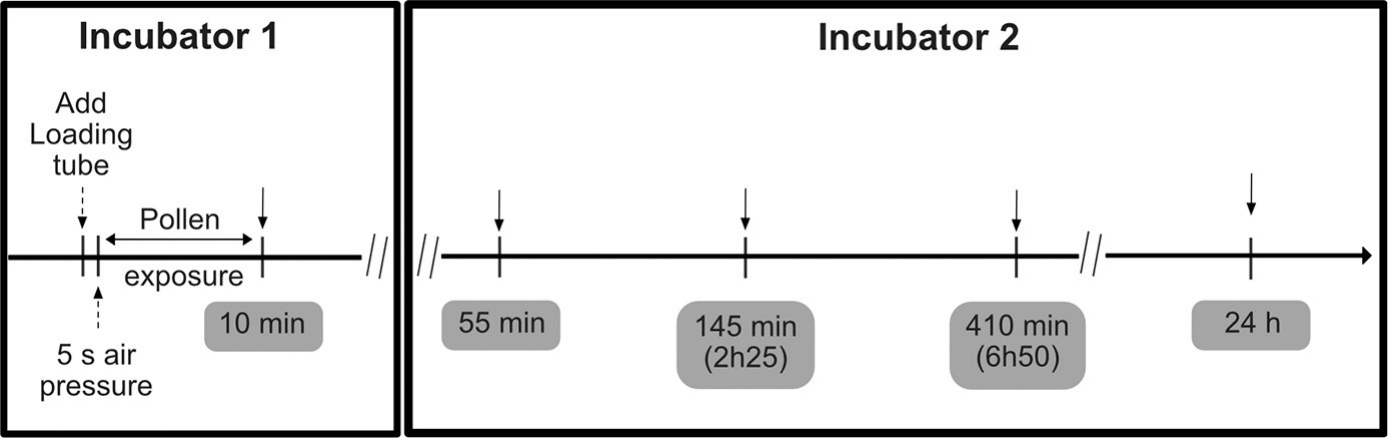
Experimental design of dosing pollen on BEAS-2B cells at ALI. Incubator 1 contained the complete Pollen-ALI where the pollen was dosed to the cells. Pollen sedimentation was completed after 10 min and the exposed cells were transferred into a second incubator and kept at ALI conditions for the indicated times. Both incubators were at 37°C and 5% CO_2_.

Cell viability and toxicity were assessed by the Alamar Blue® (Thermo Scientific™, UK) and LDH-Cytotoxicity Detection Kit assay (Roche Diagnostics GmbH, Mannheim, Germany), respectively, according to the manufacturer’s instructions.

Cells always kept in “Incubator 2” (not exposure or mock exposure) were used as a negative control and results for the LDH and Alamar Blue assay were normalized to these cells. Cells cultured in the same conditions were lysed with 2% Triton-X 100 (Roth, Karlsruhe, Germany) at the end of each exposure period and used as positive control. Absorbance was measured with a microplate reader (Epoch, Biotek Instruments, Inc., USA) for both toxicity and viability assays (490 nm and 600 nm, respectively).

### Whole-genome expression analysis

Transcriptomic analysis of the BEAS-2B cells were performed for all incubation times. Immediately after each exposure time, cells were lysed using Buffer RLT of the RNeasy Plus Mini Kit (QIAGEN, Hilden, Germany), with additional 1% ß-Mercaptoethanol (Roth, Karlsruhe, Germany). Total RNA was extracted according to the manufacturer’s protocol. Quantity and quality of the RNA was assessed with an UV-vis spectrophotometer (NanoPhotometer® N60, IMPLEN, Munich, Germany) and the Agilent 2100 Bioanalyzer RNA Nano chip (Agilent Technologies, Waldbronn, Germany), respectively. RNA samples with RIN higher than 8 were spiked (One-Color RNA Spike-in Kit, Agilent Technologies, Waldbronn, Germany), Cy3-labelled (Low Input Quick Amp Labeling Kit, one-color, Agilent Technologies, Waldbronn, Germany) and purified on RNeasy mini spin columns (QIAGEN). Generated Cy3-labelled cRNA was hybridized on One-Color SurePrint G3 8x60K Human gene expression arrays (Agilent Technologies, Inc, Waldbronn, Germany), according to the manufacturer’s protocol. Microarray slides were scanned (Agilent Microarray Scanner, Agilent Technologies, Waldbronn, Germany) and data were extracted using Feature Extraction Software Version 11.0.1.1 (Agilent Technologies). Transcriptomic data was analysed using the statistical programming environment R (version 4.0.2) [30]. In detail, pre-processing of the microarrays was performed using the Limma package [31]. Differential Expressed Genes (DEG) were compared with identically but without pollen treated cells as negative controls (i.e. the pollen were prevented from entering the wells with a 15 μm Mesh), using the eBayes method. Cut-offs were p<0.05 (adjusted p-value with Benjamini-Hochberg) and ≧ 1.1-fold up- or down-regulation. Microarray data discussed here were submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and can be accessed through GEO Series accession number GSE179942.

### Validation of microarray results by qRT-PCR

Selected genes from different enriched GO terms related to allergy, inflammation response (CXCL2, IL1B, IL24, IL6, TNFAIP3, SOCS3) and cell junction (ICAM1), which were differentially expressed by microarray analysis, at different time points, were validated by quantitative real-time PCR. Reverse transcription of total RNA samples used for microarray analysis was performed with the High Capacity cDNA kit (Applied Biosystems, USA), according to manufacturer’s instructions. qRT-PCR was performed with ViiA 7 Real-Time PCR System (Applied Biosystems, USA), using the FastStart Universal SYBR Green Mastermix (Roche, SUI). QIAGEN human primer Assays (QIAGEN, Hilden, Germany) were used, including endogenous controls (ß-actin and 18S). The mRNA expression of the selected genes was normalized to the endogenous controls and relative quantification was calculated using the comparative Ct method (2^-ΔΔCT^), as described in [32]. All amplifications were carried in duplicate and fold changes in mRNA expression of pollen-exposed BEAS-2B cells were compared with control cells (not exposed to pollen).

### Statistical methods

Independent sample T-test was performed for data with two groups. ANOVA was used for multiple groups, like pollen loss and dose, with the adequate Post-Hoc tests for each hypothesis. Benjamin-Hochberg p-value correction was used for all tests. Unless stated, Standard Deviation (SD) was used to report the variability of the mean.

All tests and cell exposure experiments were reported from at least 3 independent repetitions on different days. For the transcriptome analysis, the enrichment analysis was performed using the Metascape web-based portal [33]. Enriched terms were selected based on the GO (Gene Ontology) Biological Processes and pathways from different databases (Canonical, Hallmark, Reactome, KEGG, WikiPathways and BioCarta), with the cut-off of minimum 3 genes, fold change > 1.2 and p-value < 0.05.

## Results

### Establishing a Pollen Sedimentation Chamber

The presence of pollen clusters during resuspension, one of the main problems we wanted to avoid in the pollen chamber [28], was rarely observed (Fig 3D) and turned out to be a minor issue.

**Fig 3:**
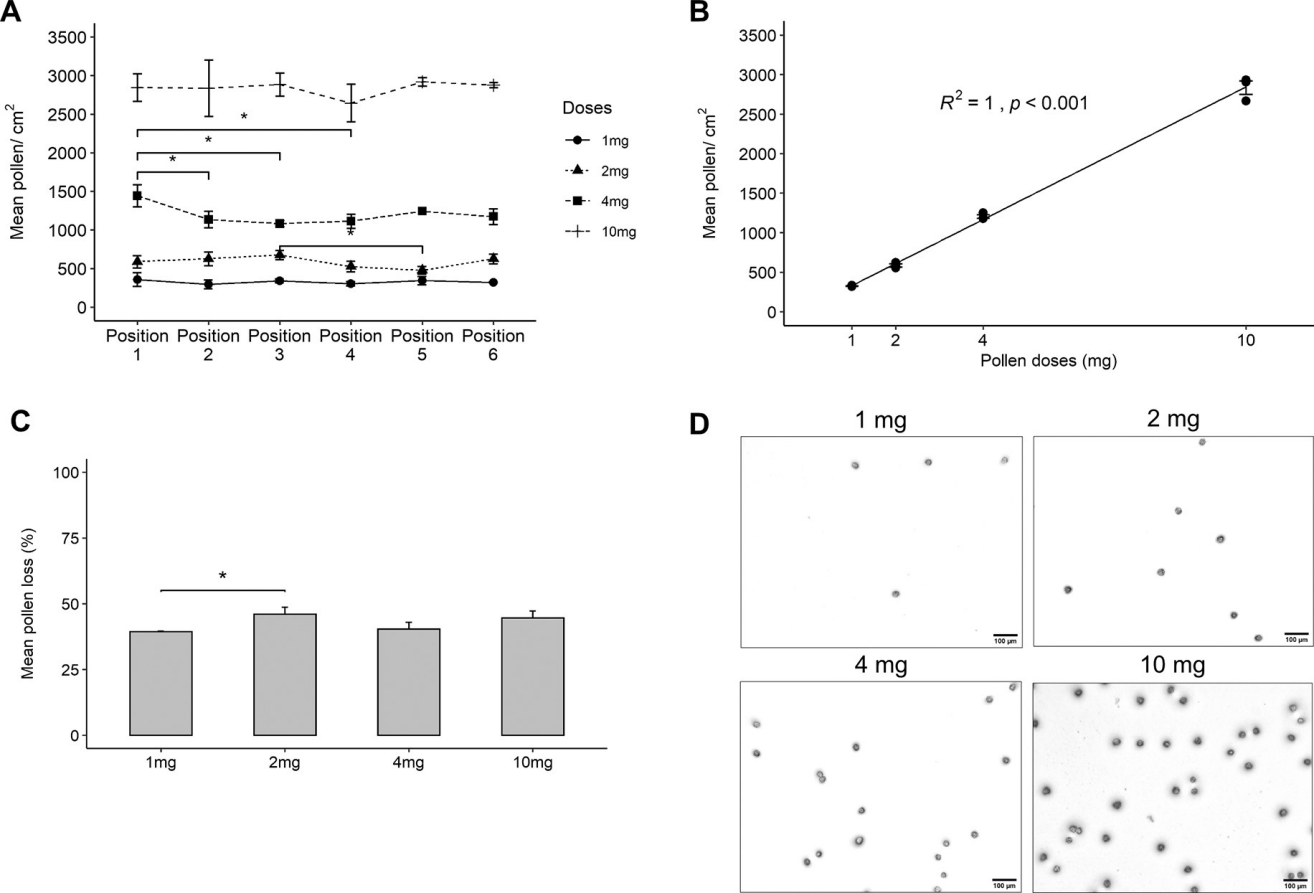
Distribution and dose effect curve of pollen dosing. (A) pollen dose depending on dose and position in the chamber, (B) dose effect curve, (C) loss of pollen to the chamber depending on dose, (D) Microscope pictures of surface distribution of pollen, for the different doses, within single positions. N≥ 3 in all cases.

We developed techniques to minimize pollen loss to the surfaces of the instrument. The chamber was made of 5 mm thick aluminium to reduce static electricity. However, when loading 2 mg of birch pollen into the chamber, more than 53 ± 18% of the pollen was lost (S1B Fig). Adhesion of pollen on the surfaces of the chamber will lead to reducing the amount of deposited pollen on the cells. We established the “Slide-friction-test“ to check lack of adhesion of pollen to any surface in order to find an optimal coating material (S1A Fig). With this technique, we tested many surfaces and coatings and concluded that coating with Teflon® (PTFE) resulted in the least adhesion of pollen. Still, pollen did adhere to the surface. To further minimize this adherence we used different resuspension air pressures, and used Vaseline coated strips (for maximum adhesion) to check the degree of contact to the walls (see below).

The Pollen Sedimentation Chamber was then coated with PTFE, which reduced the pollen loss and increased the deposited dose by 13% (p = 0.58, S1B and S1C Fig). Other effects than surface composition were also important for pollen loss and exposure variability. We therefore investigated the effect of the design - how pollen entered the chamber - and different loading methods were tested.

Three different loading tubes (out of many) are discussed. A 50 mL Falcon® tube with one hole at the bottom and no lid was used. Pollen was weighed in aluminium foil that was then placed inside the Falcon® tube. A wide mesh was created in the loading port of the Pollen Sedimentation Chamber to allow pollen to enter but not the aluminium foil. Before use, the Falcon® tube was cleaned with acetone to remove possible dirt and other debris. As the polypropylene of the Falcon® tube showed electrostatic or other properties that made the pollen adhere to the surface, the same construction out of hexamethyldisilanized glass was made, to increase hydrophobicity and reduce possible loss of pollen to the walls of the tube. None of the adjustments substantially reduced pollen loss. Resuspension of pollen by generating a cloud of pollen, before entering the sedimentation chamber, resulted in a marked loss to the walls of all loading tube designs. We then opted for creating the pollen cloud inside the pollen chamber itself. To do so, we created the “No-escape tube”. This was a 5 mm by 50 mm long polystyrene tube. Pollen was weighed into the tube, which was then placed at the entrance of the chamber (Fig 1A). Pressured air (into a Falcon® tube to absorb any air pressure shock) resuspended the pollen (Fig 1A).

Fig 1B shows the pollen loss in the loading tube for the three loading tubes described here. The loss of pollen to the loading tube is almost reduced to zero when using the “No-escape tube”. The glass tube retained 47.4 ± 2.1% of the pollen and the Falcon® tube 69.1 ± 19.7%. When using the glass tube, clusters were seen on the bottom of the chamber, which did not happen with the other loading tubes. With the “No-escape tube” we could reduce the loss to the dosing tube, i.e. the loss before pollen entered the chamber. However, inside the chamber, a substantial loss remained.

We then determined inside the chamber whether the air pressure used could influence pollen adherence to the opposite site of loading. Dual sticky Melinex® tapes coated with Vaseline were distributed inside the chamber as in S2A Fig. Air pressure used to propel pollen into the chamber turned out to be a critical step. Two different air pressures are shown: 1 and 0.5 bar (S2 Fig).

S2B Fig shows the same area of the tape that is on the opposite site of the loading port (T3), for both exposures. At the higher air pressure (1 bar) more pollen was detected on the opposite site of the loading port compared to 0.5 bar. Low air pressure decreased pollen loss significantly by around 18 ± 6% (n = 4, p = 0.047). Consequently, lower pressure led to a significant increase of deposited pollen to about 62.7 ± 23.1% pollen/cm^2^ on the inserts (Fig 1C, no tape inside the chambers). In addition, the variability between exposures was also reduced. Thus, at the higher air pressure, pollen can be propelled against the opposite wall, where they stick with variable loss. More gentle dispersion (like the wind does with catkins), results in less loss and a more reproducible dispersion. Under these conditions, pollen does not seem to stick to each other but stick very well to all other surfaces. Our efforts resulted in a significant, but reproducible loss, enabling dosing cells at a target pollen concentration.

### Determination of pollen doses

We then determined if dosing was even over the cell loading surface. Each well of a 6-well culture plate was replaced with cover glasses, covered with Vaseline, with the same diameter as an insert (24 mm). Although Vaseline might be different from a cell surface, fixing and counting pollen on the cells was impossible due to a “Tsunami effect”: pollen were partly washed away during the fixing procedure. No major statistically significant differences were seen between the six positions (Fig 3A). Higher doses of pollen gave the same variability on the deposition of pollen.

A dose-effect curve (a “dose in” versus “dose deposited”-curve) was established (Fig 3B). The curve was linear with dose (r = 0.99, p>0.001) with a substantial but reproducible and low variability loss of 42.6 ± 3.5% (Fig 3C). The density of the obtained pollen distribution is visualized in Fig 3D.

### Manipulation stress of BEAS-2B in the Pollen Sedimentation Chamber

The reaction of cells to the procedure (manipulation stress) was tested by mock exposing cells (according to Fig 2) without using pollen (pressured air was applied to the loading tube) versus the same cells that never left the incubator. A transcriptomic analysis was performed for the 2h25 min incubation time, between incubator 2 as control and the mock exposed cells. Indeed, manipulating the cells showed some reactions (Fig 4). The cells, however, showed no viability loss or any toxicity upon mock exposure at point of time (Fig 4A and 4B). A limited number of genes (31) were up-, and 2 genes down-regulated after 2h25 min post-exposure. The genes up-regulated are related to biological processes, as of protein phosphorylation (*DUSP6*, *DUSP5*, *SOCS3*, *IL6*, *RGCC*, *SERTAD1*, *EREG*, *TRIB1*) and response to stimulus (*DUSP6*, *DUSP5*, *MT1B*, *SOCS3*, *IL6*, *CSNK1G2*, *FOSB*, *CITED4*, *SNAI1*, *RGCC*, *C8G*, *ANGPTL4*, *EREG*, *TRIB1*). Fig 4D shows a fold-change heatmap of the genes in detail. The up-regulation of these genes was considered a sign of (minimal) stress for the cell cultures, inherent to any changes from their normal culture conditions. Nevertheless, in all subsequent experiments, mock-exposed cells were included and the mock effects were subtracted.

**Fig 4:**
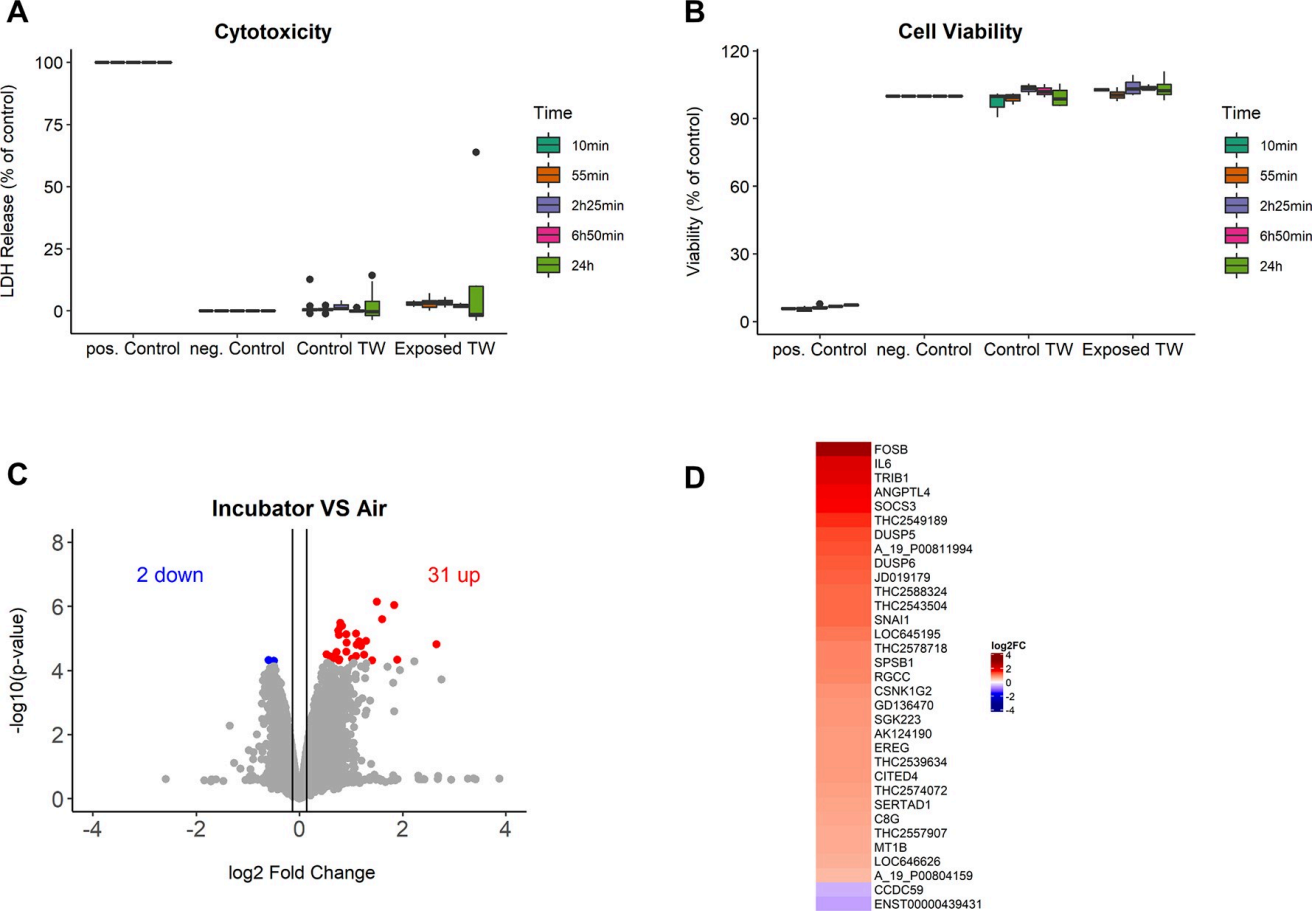
Effect of whole pollen and mock exposure in cellular health of BEAS-2B. (A) cytotoxicity (LDH), after dosing 10 mg pollen to BEAS-2B cells, and (B) cell viability of the cells (Alamar blue), for the different incubation times. (C) volcano plot and (D) heatmap of the effect of mock experiments (no pollen) on BEAS-2B, analysed by genome-wide gene expression arrays after 2h25 min. Incubator cells are used as control. Significant regulated genes were marked in color. N≥ 3 in all cases.

### Exposure of BEAS-2B to whole birch pollen

The Pollen-ALI function was tested by exposure of the immortalized human bronchial epithelial cell line BEAS-2B, to whole pollen with a dose (pollen/cm^2^) similar to realistically to be expected in a human nose. The reaction of the immortalized human bronchial epithelial BEAS-2B cells might not be the same as the reaction of human nasal epithelium. When loading 1 mg of birch pollen into our chamber we can reproduce a normal peak birch pollen dose (historical data 2004-2018 pollen monitoring station Biederstein, Munich, Germany). With 4-10 mg, we can mimic a higher but in nature occurring higher pollen dose, as can be encountered in the heartland of birch trees in Europe i.e. Russia (see discussion). All exposures included a concomitant mock control exposure (i.e. 15 μm mesh protected cells). The pollen we used liberated around 3.7 pg Bet v 1 per pollen grain [29].

In Fig 5, the differential gene expression from microarray data is displayed for the cells exposed to 10 mg whole birch pollen. 

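The microarray files cover BEAS-2B, an immortalized line of human bronchial epithelial cells, exposed to whole birch pollen or to mock and collected after 10 min, 55 min, 2h25 min, 6h50 min or 24 h. Each of the 10 groups has 3 arrays, and each array holds the RNA of 1 culture. The arrays are one-colour Agilent arrays, on which RNA labelled with Cy3 gives each spot a brightness. For each array the authors deposited the spot intensities, which Agilent's Feature Extraction had background subtracted and detrended within the array, and which were not scaled between arrays. A table of log2 values was deposited as well, and from the values themselves it was quantile normalized between arrays without background subtraction. The values given here start from the spot intensities. On 29 arrays the design holds 58201 probes other than controls. The 55 min pollen replicate 1 array is of another design with 42405 probes, of which 33873 are on both. Between 44.7% and 59.3% of the probes of an array were well above background, and no spot was saturated. The number of arrays, 3 per group, limits the precision of every value. Replicate spots of a probe were averaged without those that the scanner software had marked as uneven or as outliers among replicate spots. Each array's 75th percentile over the probes on both designs was then subtracted on the log2 scale, so that a value of 0 is the brightness of that percentile. Probes well above background on all 3 arrays of at least 1 group were tested, which left 32102 probes of 24513 gene names. A single limma model with 10 group means was fitted to all 30 arrays, and pollen was compared with mock at each time with Benjamini-Hochberg adjustment. A probe is called where it passed the cut-offs of the paper, an adjusted p under 0.05 and a change of at least 1.1-fold. The paper's text does not name the background correction, the scaling between arrays, a filter on dim probes or which arrays shared a fit. Where a gene had several probes, the one with the highest mean over all arrays stands for it. Its position is that of the probe on hg19, as the array files give it.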

At early time points, a limited reaction was observed: nothing at 10 min, 11 up-regulated genes at 55 min, 20 up- and 1 down-regulated at 2h 25 min (all with mock genes quantitatively subtracted). 

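At 10 min limma called 0 of the tested probes, with a smallest adjusted p of 0.959. At an unadjusted p under 0.05 there were 587 probes, 457 of them higher in pollen and 130 lower. This is 1.83% of the tested probes. A share of 0.05 is expected where no probe has changed and the arrays vary independently. The share was 5.09% at 55 min, 2.98% at 2h25 min, 7.44% at 6h50 min and 3.61% at 24 h. At 10 min 1 probe was called without the filter on dim probes, and normexp background correction with quantile normalization called 0. At 55 min 1 probe was called higher in pollen, that of CCN2, and 0 lower, while 487 probes were higher and 1147 lower at an unadjusted p under 0.05. Array weights, by which limma lets noisier arrays count less, moved the count at 55 min most among the alternatives, to 226. Those calls rest largely on mock replicate 2 and pollen replicate 2, with weights of 6.26 and 3.35. The other arrays of this time had weights between 0.117 and 0.975. With equal weights the count was 14 without mock replicate 3 and 0 without mock replicate 2. The arrays of 55 min lie on several slides, and within the slide that holds 2 arrays of each group 0 probes were called. The effect of pollen at 55 min differed from that at 10 min at 0 probes, with 1215 at an unadjusted p under 0.05 and 2 past the threshold without the filter. At 2h25 min 11 probes were called higher and 0 lower, with 484 higher and 473 lower at an unadjusted p under 0.05. Arrays of mock and pollen with the same replicate number varied together at this time, and with the replicate as a block 44 probes were called, 2 of them lower. Array weights called 1 probe lower at 2h25 min, and so did a block for the slide. Within the slide that holds 2 arrays of each group 6 probes were called. The 11 became 19 without pollen replicate 3 and 2 without pollen replicate 1.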

A major reaction was detected after about 7 hours when about 600 genes were up- and 76 down-regulated. 

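At 6h50 min 12 probes were called higher in pollen and 2 lower, with a smallest adjusted p of 0.00431. At an unadjusted p under 0.05 there were 2389 probes, 1619 of them higher and 770 lower. Array weights moved the count of 14 to 460 probes higher and 70 lower. With the replicate as a block 144 probes were called, 126 of them higher. Without mock replicate 3 there were 469 higher and 39 lower, and without mock replicate 1 there were 0 calls. Quantile normalization called 8 probes at 6h50 min against 16 at 2h25 min. On mock replicates 1 and 2 of this time the spots in the middle of the array were dim. The area holds 1555 of the tested probes, 4.84% of them, and 8 of the 12 probes called higher (Fisher's exact test, two-sided, p = 1.24e-08). With array weights 360 of the 460 higher calls lay in it, and with the replicate block 66 of the 126. When mock replicate 3 was left out, 419 of the 469 did. The 865 probes of the area that were well above background on all arrays had a median of −0.74 on mock replicate 1 and −0.44 on mock replicate 2 against the arrays of the other times. On mock replicate 3 the median was −0.05, and on the pollen arrays it lay between −0.02 and −0.01. With the values in such areas left out, which was chosen after the maps of the arrays had been seen, 5 probes were called higher and 2 lower. Normexp and quantile normalization called 305 probes with all spots and 26 with the areas left out. The same values with the replicate as a block, also chosen after seeing the data, gave 1139 with all spots and 309 with the areas left out. From the numbers of differentially expressed genes at the 5 times, the paper describes the early reaction as limited and that at 6h50 min as major.

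**Figure D1:**
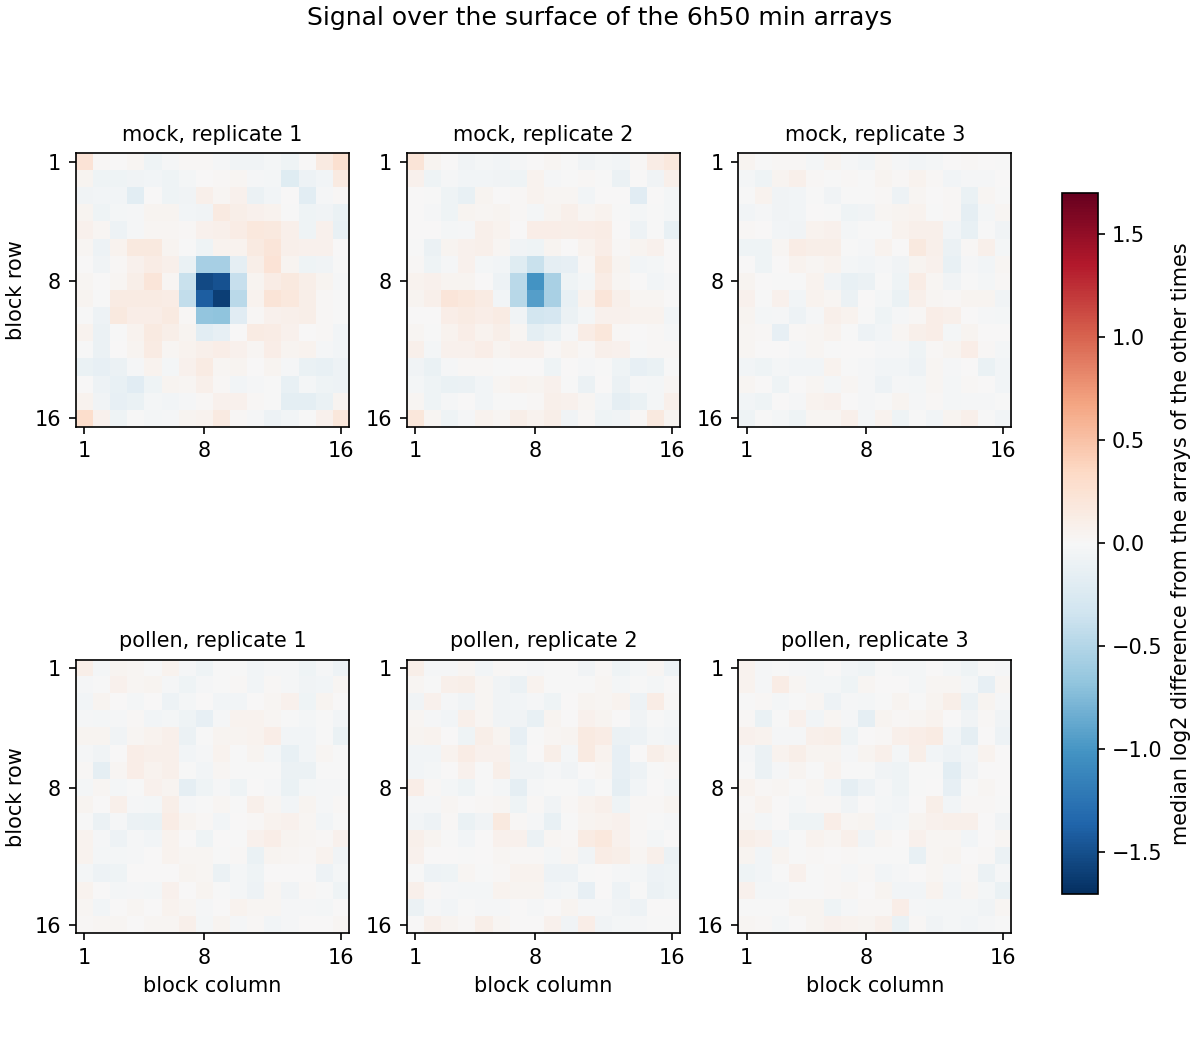
Signal across each of the 6 arrays of 6h50 min, as the median over blocks of neighbouring spots of the log2 value minus the probe's mean over the arrays of the other times. Mock replicate 1 has 12 low blocks and mock replicate 2 has 8, in the middle of the array, and the other 4 arrays have 0.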

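At 24 h 1 probe was called higher in pollen and 0 lower, with an adjusted p of 0.0401. It is the probe of KRT38 (NM_006771, chromosome 17 from 39592801 to 39592860), a keratin, which was above background on 0 of the 3 mock and 0 of the 3 pollen arrays, so that no fold change is given. At an unadjusted p under 0.05 there were 821 probes higher and 337 lower. Quantile normalization of the values called 0 probes at 24 h, and so did limma without the filter on dim probes. With array weights 105 probes were called, with a weight of 5.21 for mock replicate 2 against 0.612 and 0.718 for the other mock arrays. The replicate numbers paired the mock and pollen arrays of this time, and with the replicate as a block 6 were called. The effect of pollen at 24 h differed from that at 6h50 min at 0 probes, with 1657 at an unadjusted p under 0.05. With array weights it differed at 161.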

After 24 hours, transcriptomic changes in BEAS-2B cells had reduced to zero.

**Fig 5:**
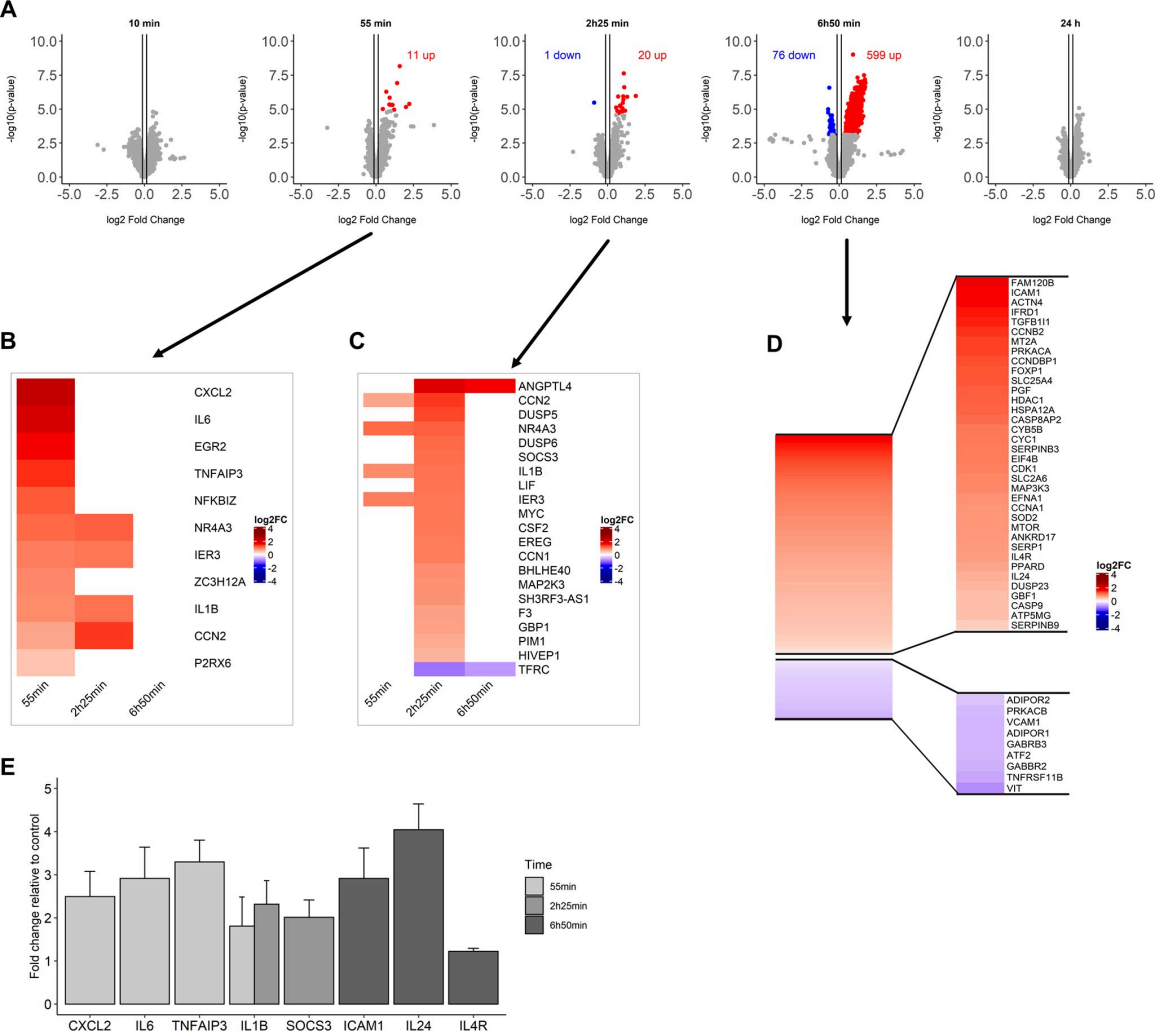
Transcriptomic analysis of the effect of 10 mg whole birch pollen on immortalized human bronchial epithelial BEAS-2B cells, at the air-liquid interface. (A) volcano plots and (B, C) heatmaps of all significant regulated genes for the 55 min and 2h 25 min incubation times, respectively (D) heatmap of all the significant regulated genes for 6h 50 min incubation time, with focus on the most relevant genes. N≥ 3 in all cases. (E) mRNA expression of selected genes by qRT-PCR that were expressed in transcriptome data. N ≥ 2 for all experiments.

At 55 min we observe an up-regulation of genes related to inflammatory response (*TNFAIP3*, *IL6*, *IL1B*, *CXCL2*, *ZC3H12A*, *IER3*, *EGR2* and *NFKBIZ*).

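At 55 min EGR2 (NM_000399, chromosome 10 from 64571850 to 64571909), a transcription factor of the early growth response, had a log2 value of −3.65 ± 0.99 (SD, n = 3) in mock and −1.74 ± 0.05 (SD, n = 3) in pollen. Its log2 fold change was 1.91 (standard error 0.35, adjusted p = 0.12 from limma). CXCL2 (NM_002089, chromosome 4 from 74962985 to 74963044), a chemokine, rose from 1.55 ± 1.34 (SD, n = 3) to 3.16 ± 0.99 (SD, n = 3), a log2 fold change of 1.61 (standard error 0.49, adjusted p = 0.919). Its other probe had a log2 fold change of 1.24. IL6 (NM_000600, chromosome 7 from 22771207 to 22771266) rose from 0.28 ± 1.36 (SD, n = 3) to 1.64 ± 1.31 (SD, n = 3), a rise about as large as the SD of either group. The log2 fold change of IL6 was 1.36 (standard error 0.53, adjusted p = 0.919). For TNFAIP3 (NM_006290, chromosome 6 from 138203679 to 138203738), which encodes an inhibitor of NF-kB signalling, the values were −2.28 ± 0.77 (SD, n = 3) in mock and −1.20 ± 0.68 (SD, n = 3) in pollen. That is a log2 fold change of 1.09 (standard error 0.30, adjusted p = 0.919). NFKBIZ, IER3, IL1B and ZC3H12A had log2 fold changes of 1.15, 0.88, 0.78 and 0.61, each with an adjusted p of 0.919. All 8 genes were above background on every array of both groups and were higher in pollen in each of the 3 pairs of arrays with the same number. Over all tested probes 0 of the 8 were called, while all 8 had an unadjusted p under 0.05. Adjusted over the list alone, 8 of the 8 had an adjusted p under 0.05, which is not independent evidence because the study chose the list on these samples. Array weights called all 8, in a fit with most weight on mock replicate 2 (6.26) and pollen replicate 2 (3.35). Normexp with quantile normalization called EGR2. Without mock replicate 3 EGR2, TNFAIP3, CXCL2 and IER3 were called, 4 of the 8. CCN2 (NM_001901, chromosome 6 from 132270130 to 132270189), which encodes a matrix-associated growth factor and is shown in Fig 5B, was the 1 gene called. It rose from 2.00 ± 0.16 (SD, n = 3) to 2.81 ± 0.14 (SD, n = 3), a log2 fold change of 0.81 (standard error 0.12, adjusted p = 0.0279). When each array was left out in turn, the call was kept only without mock replicate 3. All 11 genes in the heatmap of Fig 5B had a positive log2 fold change, 10 of them in all 3 pairs. The smallest was that of P2RX6, 0.48 (adjusted p = 0.978 from limma), which was above background on 1 mock array and 2 pollen arrays.

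**Figure D2:**
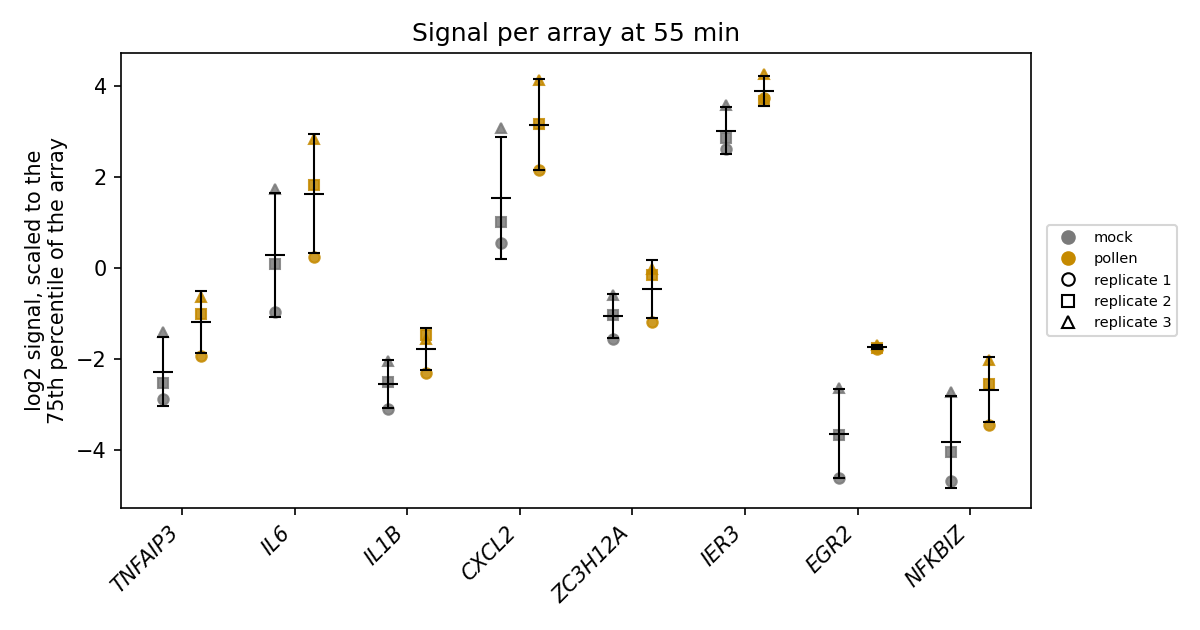
Log2 values of genes at 55 min on each mock and pollen array, relative to the 75th percentile of the array, with the mean of each group and its SD. The pollen mean lies above the mock mean for every gene shown.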

In general, the genes up-regulated at 2h 25 min are in concurrence with the ones expressed at 55 min. 

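CCN2 was the 1 gene called higher at both 55 min and 2h25 min. There was 1 gene called at 55 min and 11 at 2h25 min among the 24513 gene names tested (Fisher's exact test, two-sided, p = 0.000449). That test takes the calls as independent, but both times share 1 estimate of the spread of a probe, and the overlap is 1 gene. With the replicate as a block no gene was called at 55 min, and the overlap was 0 genes. Without mock replicate 3 of 55 min it was 2 genes. Normexp and quantile normalization with the replicate block, a setting chosen after seeing the data, moved it most, to 10. The effect of pollen at 2h25 min differed from that at 55 min at 0 probes, with 444 at an unadjusted p under 0.05. Without the filter on dim probes it differed at 1 probe.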

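At 2h25 min CCN2 had a log2 value of 0.79 ± 0.03 (SD, n = 3) in mock and 2.23 ± 0.14 (SD, n = 3) in pollen. Its log2 fold change of 1.44 (standard error 0.12) had the smallest adjusted p of the comparison, 1.1e-06 from limma. SOCS3 (NM_003955, chromosome 17 from 76353127 to 76353186), an inhibitor of cytokine signalling, rose from −0.53 ± 0.24 (SD, n = 3) to 0.61 ± 0.17 (SD, n = 3), a log2 fold change of 1.14 (standard error 0.15, adjusted p = 0.00152). DUSP6 (NM_001946, chromosome 12 from 89742144 to 89742203) and DUSP5 (NM_004419, chromosome 10 from 112270900 to 112270959) encode phosphatases that act on MAP kinases. Their log2 fold changes were 1.13 (standard error 0.16, adjusted p = 0.00489) and 1.40 (standard error 0.24, adjusted p = 0.0278). LIF (NM_002309, chromosome 22 from 30636713 to 30636772) had a log2 fold change of 1.10 (adjusted p = 0.0278), and its other probe had 0.37 and was not called. F3, GBP1 and PIM1 were called as well, with log2 fold changes of 0.77, 0.77 and 0.68. IL1B (ENST00000263341, chromosome 2 from 113587429 to 113587488) rose from −2.75 ± 0.09 (SD, n = 3) to −1.56 ± 0.45 (SD, n = 3) and was not called (log2 fold change 1.19, standard error 0.23, adjusted p = 0.0738). EREG, MYC and MAP2K3 had log2 fold changes of 1.08, 1.07 and 0.87, with adjusted p-values of 0.0575, 0.0587 and 0.0575. The 3 other probes of MAP2K3 lay between −0.44 and 0.72. CSF2 (NM_000758, chromosome 5 from 131411452 to 131411511) was dim, at −7.75 ± 1.50 (SD, n = 3) in mock, where 1 of the 3 arrays was above background, and −5.01 ± 0.46 (SD, n = 3) in pollen. CSF2 had a log2 fold change of 2.74 (standard error 0.76, adjusted p = 0.622). All of these 13 genes were higher in pollen in each of the 3 pairs, and 8 were called. Adjusted over the list alone, 13 had an adjusted p under 0.05, which is not independent evidence, since the study chose the list on these samples. Normexp with quantile normalization called 13 of them, array weights 5 and the values as deposited 1. ANGPTL4 (NM_001039667, chromosome 19 from 8439197 to 8439256), an angiopoietin-like protein, was also called. It rose from 1.05 ± 0.36 (SD, n = 3) to 3.03 ± 0.70 (SD, n = 3), a log2 fold change of 1.98 (standard error 0.34, adjusted p = 0.0278). Of the 21 genes in the heatmap of Fig 5C, 20 were higher in pollen and 11 were called. TFRC had a log2 fold change of −0.89 (standard error 0.19, adjusted p = 0.159 from limma).

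**Figure D3:**
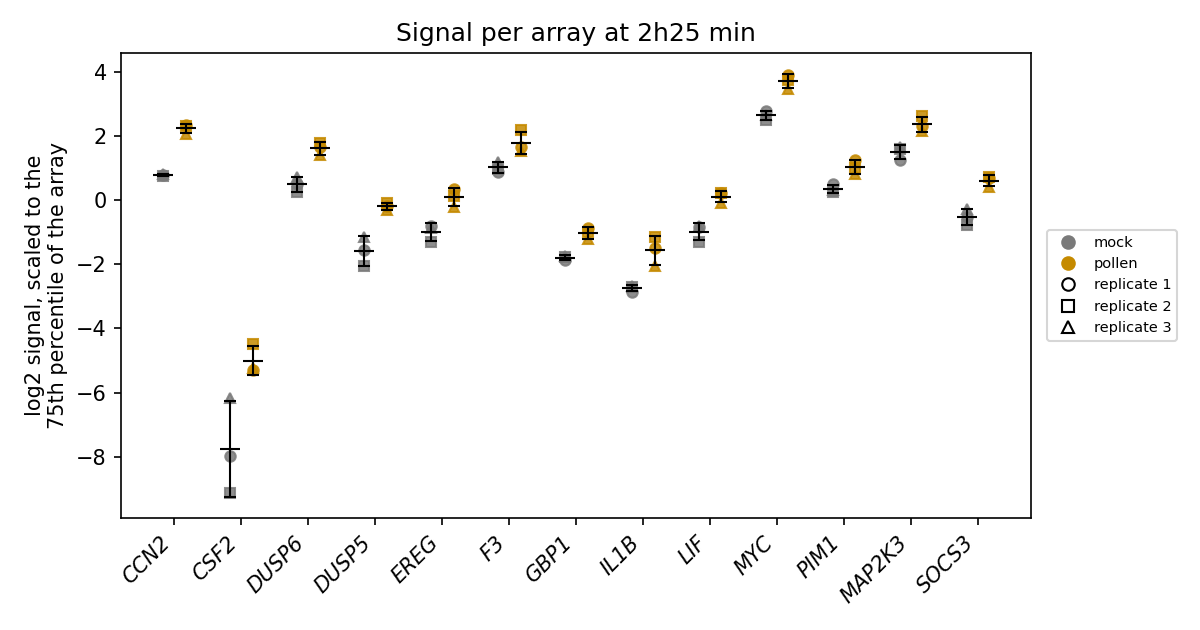
Log2 values of genes at 2h25 min on each mock and pollen array, relative to the 75th percentile of the array, with the mean of each group and its SD. All 3 pollen arrays of CCN2 and SOCS3 lie above all 3 mock arrays, and the mock arrays of CSF2 are the most spread.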

Genes related to cytokine signalling, inflammatory response and MAPK-pathway related (*CCN2*, *CSF2*, *DUSP6*, *DUSP5*, *EREG*, *F3*, *GBP1*, *IL1B*, *LIF*, *MYC*, *PIM1* - known as *LONP1* -, *MAP2K3*, *SOCS3*) were up-regulated when cells were exposed to whole birch pollen.

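Of the 12 probes called higher at 6h50 min, the largest log2 fold change was that of RNF139-DT (NR_108047, chromosome 8 from 125476559 to 125476618), a transcript divergent to RNF139, at 2.07 (standard error 0.34, adjusted p = 0.0209 from limma). It was above background on 1 of the 3 mock arrays, and with the dim area of mock replicates 1 and 2 left out its log2 fold change was 1.07 against the 1 mock array left. ANGPTL4 rose from −0.34 ± 0.11 (SD, n = 3) to 1.65 ± 0.26 (SD, n = 3), a log2 fold change of 1.99 (standard error 0.34, adjusted p = 0.0294). Its probe lies outside the area. LOC100130548 (NR_135126, chromosome 9 from 136923867 to 136923926) had an adjusted p of 0.0114 but was above background on 0 arrays of either group, so that no fold change is given. PELP1-DT (NR_103482, chromosome 17 from 4608757 to 4608816) had a log2 fold change of 1.29 and a second probe with 0.07. PIM2 (NM_006875, chromosome X from 48770771 to 48770830), a kinase, had 1.25. Without the area the changes of PELP1-DT and PIM2 were 0.43 and 0.33, also against 1 mock array, which has no spread of its own. B4GALT1-AS1 (NR_108108, chromosome 9 from 33178896 to 33178955), an antisense transcript, was called lower, with an adjusted p of 0.00431 from limma. It was above background on 3 of 3 mock and 0 of 3 pollen arrays, at least 1.57-fold lower in pollen against the dimmest signal of those arrays that was above background. Its other probe had a log2 fold change of −0.26 and was not called. The effect of pollen at 6h50 min differed from that at 2h25 min at 1 probe, and array weights gave 40.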

After 6h50 min incubation time, the highest number of up-regulated genes were obtained. A Metascape analysis was performed to better understand the whole gene expression. The top Gene Ontology (GO) enriched terms are shown in S3 Fig. GO terms related to signalling, response to stimulus, adhesion and immune system process are differentially regulated. 

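Metascape and its annotation were not used here. In its place 10 lists of genes were tested with limma's camera at each of the 5 times, 9 of them written from general knowledge and the other from the genes that the paper names for the mock response. Each gene name was represented by 1 probe, 18246 in all, and camera's preset correlation between genes was 0.01. Past an adjusted p of 0.05 over all lists and times were 18 of the 50 results, 4 of them at 6h50 min. The lists share genes with each other and with those that the paper names from these samples. At 6h50 min NF-kB targets had a median log2 fold change of 0.35, with 32 of 33 genes higher in pollen (camera adjusted p = 8.04e-09). The list of ribosome biogenesis had a median of 0.14, with 42 of 49 genes higher (camera adjusted p = 8.04e-09). Genes named for the mock response had a median of 0.25, with 14 of 15 higher (camera adjusted p = 1.94e-05). The list of cell division had a median of −0.12, with 8 of 44 genes higher (camera adjusted p = 2.63e-05). Immediate early genes, interferon-stimulated genes, hypoxia and glycolysis, cholesterol synthesis, NRF2 targets and the unfolded protein response were not past the threshold at this time. For interferon-stimulated genes the median was −0.03, while the mean was 0.00 and camera's direction was up. At 2h25 min NF-kB targets had a median of 0.59, with 33 of 33 genes higher (camera adjusted p = 3.5e-35). Immediate early genes had 0.67, with 29 of 30 higher (camera adjusted p = 6.66e-42), and genes named for the mock response 0.82, with 14 of 15 higher (camera adjusted p = 2.16e-26). At 55 min the medians of these lists were 0.45 with 31 of 33 higher, 0.52 with 28 of 30 higher and 0.32 with 13 of 15 higher. Their camera adjusted p-values were 5.55e-15, 8.05e-21 and 2.14e-07. The list of hypoxia and glycolysis was past the threshold at 55 min (0.07, adjusted p = 0.0379) and 2h25 min (0.08, adjusted p = 0.000511), and ribosome biogenesis at 55 min (0.03, adjusted p = 0.0269). At 10 min it was cell division alone, with a median of −0.06 (camera adjusted p = 0.0191). Of these, ribosome biogenesis at 55 min was past the threshold in 0 of the 6 alternatives, with a lowest adjusted p of 0.0573 from camera with the replicate block. Hypoxia and glycolysis was past it in 2 of 6 at 55 min and 4 of 6 at 2h25 min, and cell division at 10 min in 2 of 6. With the correlation estimated from the arrays 4 results were past the threshold, immediate early genes at 55 min and all of NF-kB targets, immediate early genes and genes named for the mock response at 2h25 min. With fry there were 5, those 4 and genes named for the mock response at 55 min, whose adjusted p rounds to 0.05. None of the results at 6h50 min was past it with either.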

Focusing on these groups of GO terms and according to the pathways related to them, a set of genes were examined in more detail (Fig 5D).

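At 6h50 min CDK1 (NM_001320918, chromosome 10 from 62552004 to 62553650), a kinase of the cell cycle, had a log2 value of 2.85 ± 0.14 (SD, n = 3) in mock and 2.75 ± 0.08 (SD, n = 3) in pollen. Its log2 fold change was −0.10 (standard error 0.12, adjusted p = 0.976 from limma), and its other probe had 0.04. ICAM1 (NM_000201, chromosome 19 from 10396298 to 10396358), an adhesion molecule, rose from 1.14 ± 0.09 (SD, n = 3) to 1.60 ± 0.05 (SD, n = 3), with all 3 pollen arrays above their mock arrays. This is a log2 fold change of 0.46 (standard error 0.14, adjusted p = 0.269). Limma with the replicate block called ICAM1. ACTN4 (NM_004924, chromosome 19 from 39220305 to 39220364), an actinin, was at −0.26 ± 1.18 (SD, n = 3) in mock and 0.73 ± 0.15 (SD, n = 3) in pollen, higher in 2 of 3 pairs. The log2 fold change of ACTN4 was 0.99 (standard error 0.34, adjusted p = 0.357). The probe of ACTN4 lies in the dim area of mock replicates 1 and 2, and without the area, where 1 mock array is left for it, its log2 fold change was −0.26. Of the 37 genes of the CEP family that were tested, which encode proteins of the centrosome, 14 were higher and 23 lower, with a median log2 fold change of −0.03. Limma called 0 of them, and 5 had an unadjusted p under 0.05. Array weights called 3 of them higher, limma without mock replicate 3 also 3, and normexp with quantile normalization 2, all among the 3 whose probes lie in the dim area. Among settings chosen after seeing the data, normexp and quantile normalization with the replicate block called the same 3 higher and 2 others lower. A minority of the tested genes of the family was higher under each alternative run for it, which are all but averaging the probes per gene name. These counts are over all tested members, while the paper's wording is on differentially regulated genes.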

Genes related to cell junction were differentially regulated, with most of the genes being up-regulated, like *CDK1*, *CEP* family genes, *ICAM1* and *ACTN4*. Pathways related to intracellular signalling pathway, stress response, *VEGF* and *MTOR* related, the latter showed in the last years to be related with allergy [34, 35]; and oxidative phosphorylation are up-regulated, like *FOXP1*, *SERPIN* family, *SOD2*, caspase family, *PGF*, *CYB5B*, *SERP1* and *SLC25A4*. 

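At 6h50 min FOXP1 (NM_032682, chromosome 3 from 71008408 to 71008467), a transcription factor, had a log2 value of 2.06 ± 0.67 (SD, n = 3) in mock and 2.83 ± 0.17 (SD, n = 3) in pollen, a log2 fold change of 0.77 (standard error 0.20, adjusted p = 0.14 from limma). Its other probes had −0.02 and 0.11. SLC25A4 (NM_001151, chromosome 4 from 186066313 to 186066372), a carrier of the inner mitochondrial membrane, rose from 1.62 ± 0.62 (SD, n = 3) to 2.38 ± 0.06 (SD, n = 3), a log2 fold change of 0.77 (standard error 0.17, adjusted p = 0.0853). PGF (NM_002632, chromosome 14 from 75408540 to 75408599), a growth factor of the VEGF family, had a log2 fold change of 0.76 (standard error 0.19, adjusted p = 0.125), CYB5B (NM_030579) had 0.65 (adjusted p = 0.43) and SERP1 (NM_014445) had 0.36 (adjusted p = 0.606). The probes of these 5 genes lie in the dim area of mock replicates 1 and 2. With the values in the area left out, their log2 fold changes were 0.06 for FOXP1, 0.14 for SLC25A4, 0.17 for PGF, −0.12 for CYB5B and 0.17 for SERP1. Mock replicate 3 alone then stands for the mock group, except for SERP1, which kept 2 mock arrays. SOD2 (NM_001024465, chromosome 6 from 160103590 to 160103649), a mitochondrial superoxide dismutase, lies outside the area. It was higher in all 3 pairs, with a log2 fold change of 0.50 (standard error 0.17, adjusted p = 0.343). None of these 6 genes was called. With normexp and quantile normalization FOXP1, PGF and SLC25A4 were called, with the replicate block PGF, and with an intensity trend in limma's prior SLC25A4. Of the 18 tested genes of the SERPIN family, 13 were higher and 5 lower, with a median log2 fold change of 0.15. Limma called 0 of the 18, and 3 had an unadjusted p under 0.05. The replicate block called 2 of them higher, and normexp with quantile normalization, array weights and limma without mock replicate 3 called 1 each. With the replicate block, normexp and quantile normalization together, chosen after seeing the data, 3 were called, also with the low areas left out. The probes of these 18 genes lie outside the dim area. Of the 10 tested caspases, 4 were higher and 6 lower, with a median of −0.06. Limma called 0 of the 10, with 1 at an unadjusted p under 0.05, and none of the settings run for the family called any. Without pollen replicate 2 it was 6 of the 10 caspases, with a median of 0.04. The counts of both families are over all tested members, and the paper's text does not say which members it means.

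**Figure D4:**
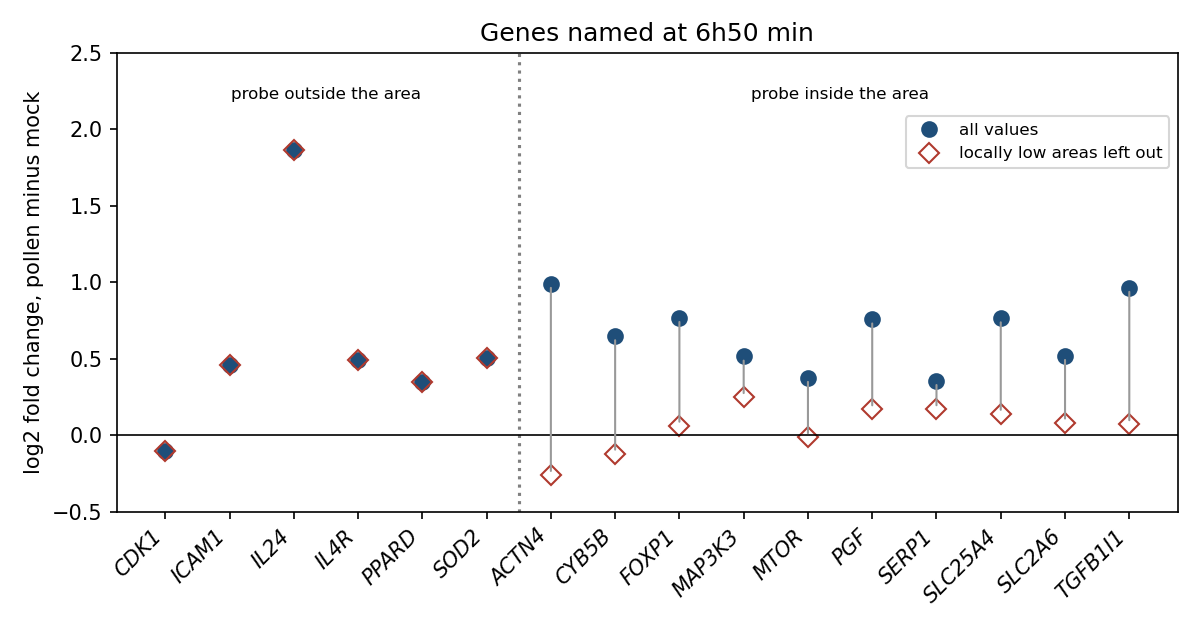
Log2 fold changes at 6h50 min of genes that the paper names from all spots and with the dim area of mock replicates 1 and 2 left out. For IL24, with no mock array above background, the fitted value is drawn. Without the area the 10 genes that lie in it move toward 0 or below, as ACTN4 from 0.99 to −0.26, with 1 or 2 mock arrays left for each.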

Genes related to immune response, NOTCH signalling and TNF signalling via NFKB were mostly still up-regulated after 7 hours exposure to whole pollen, with the expression of genes like *IL24*, *IL4R*, *TGFB1I1*, *MAP3K3*, *MTOR*, *PPARD* and *SLC2A6*.

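IL4R (NM_000418, chromosome 16 from 27375999 to 27376058) had a log2 value of 3.13 ± 0.03 (SD, n = 3) in mock and 3.62 ± 0.10 (SD, n = 3) in pollen at 6h50 min, a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.131 from limma). Its other probes had −0.31 and 0.09. IL24 (NM_001185156, chromosome 1 from 207076757 to 207076816) was above background on 0 of 3 mock and 2 of 3 pollen arrays, at least 1.38-fold higher in pollen (adjusted p = 0.115 from limma). This bound is against the dimmest signal of the mock arrays that was above background. The log2 fold change of PPARD (NM_006238) was 0.35 (adjusted p = 0.606), with 0.29 at its other probe. TGFB1I1 (NM_001042454, chromosome 16 from 31489205 to 31489264) had a log2 fold change of 0.97 (standard error 0.26, adjusted p = 0.174). SLC2A6 (NM_017585) and MAP3K3 (NM_203351) had 0.52 each, with adjusted p-values of 0.14 and 0.206, and the other probe of SLC2A6 had −0.18. MTOR (ENST00000490931, chromosome 1 from 11167492 to 11167551) had 0.38 (adjusted p = 0.299) and was higher in 2 of 3 pairs. The probes of TGFB1I1, SLC2A6, MAP3K3 and MTOR lie in the dim area of mock replicates 1 and 2. Without the area their log2 fold changes were 0.07, 0.08, 0.25 and −0.01, against 2 mock arrays for MAP3K3 and 1 for each of the others. Of the 16 genes that the paper's text names at 6h50 min, apart from the families, 15 were higher in pollen, 13 of them in all 3 pairs, and 0 were called. At an unadjusted p under 0.05 there were 15. Adjusted over the list alone 15 had an adjusted p under 0.05, which is not independent evidence because the list was chosen on these samples. Array weights called 11 of the 16, and limma without mock replicate 3 called 10. Normexp and quantile normalization called 6, and with the areas left out it called IL4R alone. Of the 16 genes 10 have their probe in the area (Fisher's exact test, one-sided, p = 4.24e-10).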

A representative selection of genes, related to different pathways and regulated at different time points, were validated by qRT-PCR (Fig 5E). *CXCL2*, *IL6* and *TNFAIP3* mRNA expression was higher at BEAS-2B cells exposed to pollen, compared to control cells, at 55 min. 

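On the arrays, as fold changes, CXCL2 was 3.06-fold higher in pollen than in mock at 55 min, with an SD of 2.29 (n = 3) between the pollen arrays relative to the mock mean. IL6 was 2.56-fold higher, with an SD of 2.46 (n = 3), and TNFAIP3 was 2.13-fold higher, with an SD of 0.948 (n = 3). IL1B, which was also measured at 55 min, was 1.72-fold higher, with an SD of 0.501 (n = 3).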

*IL1B* showed a higher expression at 2h 25 min, as observed in the transcriptomic data. Also at 2h 25 min, the expression of *SOCS3* was of 2.0 fold (± 0.4) at exposed cells, compared to control cells. 

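SOCS3 was 2.203-fold higher on the arrays of pollen than on those of mock at 2h25 min, with an SD of 0.252 (n = 3) between the pollen arrays relative to the mock mean. IL1B was 2.28-fold higher, with an SD of 0.704 (n = 3). Over all 10 pairs of a gene and a time that were measured by qRT-PCR, 10 were higher in pollen on the arrays, each in all 3 pairs of arrays, with a median log2 fold change of 1.11, or 0.933 with IL24 at its lower bound. SOCS3 was the 1 called over all tested probes. Adjusted over the list alone, 10 had an adjusted p under 0.05, which is not independent evidence, because the genes were chosen from the same arrays. Array weights called 9 of them, normexp with quantile normalization 4, and the authors' deposited values 0.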

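On the arrays of 6h50 min ICAM1 was 1.38-fold higher in pollen, with an SD of 0.0437 (n = 3) between the pollen arrays relative to the mock mean, and IL4R was 1.40-fold higher, with an SD of 0.1004 (n = 3). For IL24 the arrays give only the lower bound, at least 1.38-fold, since no mock array was above background. FOXP1, which was measured by qRT-PCR as well, was 1.704-fold higher, with an SD of 0.1999 (n = 3), from the probe that lies in the dim area of mock replicates 1 and 2.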

For the 6h50 min time point, three genes were validated with qRT-PCR: *ICAM1*, *IL24*, *IL4R*, of which *IL24* shows the highest fold change among all (4.05 ± 0.6).

## Discussion

In the present study we show that even a high (but still natural) pollen exposure results in sparse transcriptomic changes in a bronchial epithelial cell line (Fig 5), with major changes happening 7 hours after exposure. The fast reaction that normally occurs in humans is due to mast cell activation. However, the degranulation of mast cells occurs when an individual is already allergic sensitized. Before sensitization, as in our case, mast cells do not react and the epithelium is the first location where the reaction of an individual to pollen occurs.

In nature, by evolutionary construction of the catkins that are responsible for pollen dispersal, pollen fly as single particles despite their stickiness. The main problem that we anticipated while developing the Pollen Sedimentation Chamber was that pollen would stick to each other forming clusters upon resuspension, as reported by [28]. Surprisingly, in contrast to [28], with our system we seldom encountered pollen clusters in any of the samples analysed, which we think is due to pressured air being used for resuspension (Fig 3D). The second consequence of pollen stickiness is their loss to any surface of the instrument. Indeed, this was a major obstacle we had to overcome. Another problem was the expected rupture of birch pollen by pressured air, as reported by [36]. However, we did not observe this using our experimental design.

A cylinder form was chosen to reduce the number of collisions of the pollen to the walls. The walls were made of aluminium to reduce static electricity, which could make pollen adhere easily to the surface [25, 37]. Applying high positive or negative charge (+/- 1000V) to the chamber walls versus a plate underneath the cells did not result in a change in pollen loss. Our main assumption was that contact of pollen with walls had to be avoided. Due to the inertness of a large particle (like pollen), any disturbance in airflow pattern would increase impaction and loss of the particle to the walls, especially when we consider the boundary layer effects of such adherent particles as pollen [25]. We thus opted for horizontal dispersion of single particles using pressured air, with a vertical straight-line sedimentation onto human cells. Indeed, creating a “puff” with pressured air resulted in single pollen (no clusters). The “puff” itself was directed away and 45 cm from the cells. Above the “puff” generator, a 15 μm mesh allowed pressure exchange, but stopped birch pollen from escaping. We believe that no air of the puff reached the cells. The falling speed of birch pollen is about 1.5 cm/s [4] and sedimentation upon cells then resulted in an even but gentle distribution. Although we could not prove that the contact of pollen with cells was gentle, we think that compared to human inhalation were impacting can be substantial (nose breathing 750 cm/s [38]), an impacting speed of 1.5 cm/sec in our system compares favourably. In the human nose, deposition is horizontal with impaction but with the presence of mucus, not produced by the cell line used in the study. Thus, due to mucus, impacting directly on cells is limited. We chose to avoid impacting insults on cells and dosed gently by gravimetric sedimentation. Indeed, cells dosed according to this set-up did not react at all at the transcriptome level in the first 10 min, and limited later on.

Optimization of our Pollen Sedimentation Chamber showed that several, sometimes small, improvements together were needed to get an acceptable test system. Low resuspension air pressure, coating of the surface, and geometry of how and where pollen enters the chamber were critical steps. With our design, an even distribution of deposited pollen was obtained, with a linear dose effect curve (Fig 3). Still, the loss of pollen to the chamber was about 40%. The same amount of loss was seen in [36], for a wind-induced birch pollen rupture system. Because the loss of pollen was reproducible and linear, we could obtain any pre-set dose of pollen on cells.

Our proposed design resulted in little effect on cells when mock exposed, i.e. the manipulations needed to perform a Pollen–ALI exposure resulted in an up-regulation of only 31 genes using genome wide transcriptome screening. The highest up-regulated genes were *FOSB*, *IL6*, *ANGPTL4* and *SOCS3*, all related to cellular stress. Compared to pollen exposure (see below) the reactions were limited and unspecific. We conclude that the 10 min manipulation and transport of cells was of limited influence on the toxicity, viability and transcriptome of the cells. Nevertheless, a mock control in the same experimental run was always used to compare exposed cells. Mock exposure was obtained by protecting the cells with a 15 μm mesh prevented pollen from entering, but had no effect on the “air pressure puff” we generated as this puff would never reach the cells.

In normal life, humans breathe about 14 m^3^/day [39]. Birch pollen in Munich (Station Biederstein), between 2003-2018, showed a peak concentration of 3,500 pollen/m^3^ (24h average). Then, 14m^3^ inhaled air with 3,500 pollen/m^3^ onto the nasal cavity of 160 cm^2^ [40], results in a dose of 306 pollen/cm^2^. In Russia, where most birch trees grow [41], peaks of 10,000 – 20,000 birch pollen/m^3^ are common [42], resulting in a possible dose of about 1,000-2,100 pollen/cm^2^. We dosed 3,000 pollen/cm^2^. Thus, our employed dose is high, but not unrealistic and still resulted in few cells being exposed to pollen (Fig 3D). It also compares favourably to submerged exposure, where doses often up to 10 mg/ml pollen and higher are being used [43, 44]. If our cells would be in submerged conditions (assuming 100 μl/cm^2^), we would dose around 0.2 mg/ml.

We used the bronchial epithelial derived cell line BEAS-2B as a model for reaction of the airway epithelium to pollen [45]. Although bronchial and nasal epithelium are not the same, the concept of an united airway seems to be valid and shows a correlating reaction between both tissues [46]. Of course, results detected in vitro need to be confirmed in vivo, for which we are developing the methodology (see https://eithealth.eu/project/adapt/). The cell line shows, besides the absence of cilium and mucus, limited tight junctions [47] and is frequently used to test allergic inflammation [48]. When dosing whole pollen at the ALI, and comparing with control cells, transcriptomic changes were limited. Pollen release allergens (and mediators) within minutes of hydration, but little effect was observed (see Fig 5). 

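Over all tested probes, the median size of the log2 fold change between pollen and mock was 0.0933 at 10 min, 0.129 at 55 min, 0.110 at 2h25 min, 0.135 at 6h50 min and 0.112 at 24 h. The 11 probes called at 2h25 min were all higher in pollen at 6h50 min too. Their median log2 fold change was 1.10 at 2h25 min and 0.14 at 6h50 min, and 10 of them had the smaller change at 6h50 min. Since they were chosen by their change at 2h25 min, a smaller change at another time is expected in part from that choice. The effect of pollen differed between these times past the threshold at 1 probe.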

The highest expression of genes was seen at around 7 hours. Although other techniques like proteomics and lipidomics might pick up faster reactions, earlier times at the transcriptome level show an acute-phase response of the BEAS-2B after whole pollen exposure.

The main enriched GO terms involved in allergy observed in our study, were related to inflammation response, cellular stress and cell junction. *IL1B* is an important mediator of the inflammatory response, involved in T-cell and cytokine activation by inducing mediators like *TNF* and *IL6* [49–51], the latter also up-regulated in our exposure and induced after allergen challenge in another study [52]. TNFAIP3 and CXCL2, also related to inflammatory responses, were up-regulated at 55 min after pollen exposure and are known to be regulated in allergic diseases [53–57]. At 6h50 min, the increased expression of genes related to cell junction was observed, like *ICAM1* which is known to be induced in BEAS-2B exposed to mite and pollen allergen, playing a role in epithelial transmigration of neutrophils by a specific anchoring [58–62]. *IL24*, up-regulated 6h 50 min after pollen exposure, is associated with inflammation [63]. *IL4R* was also up-regulated in our pollen exposed cells, thus the cell can respond to *IL4* and *IL13*, inducing type 2 inflammation [64]. SOCS3 is part of the SOCS family, which are important modulators of inflammation and cytokine signalling, and were expressed in nasal epithelium of patients with allergic rhinitis [65]. BEAS-2B exposed to pollen after about 7 hours, seem to react towards the restoration of normal epithelium. After 24 hours, cells exposed to whole birch pollen had restored and showed no transcriptomic changes compared to control cells anymore.

The Pollen-ALI showed a reproducible and uniform pollen dosing to cells, despite a 40% pollen loss. The pollen dose we used was high but still a real-life pollen peak dose. Our high dose is still very low compared to other non-ALI studies. Such low doses of pollen have not previously been used in vitro or in animal exposure studies. When looking at the microscopic pictures of deposition of the whole birch pollen, only a few cells actually had a direct contact to a pollen grain, illustrating that few pollen can induce a pro-allergic reaction in real life exposure.

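IL33 (NM_033439, chromosome 9 from 6257372 to 6257431) had log2 fold changes of 1.43 at 10 min, −0.55 at 2h25 min and 0.05 at 24 h, each with a standard error of 0.57. Its adjusted p from limma lay between 0.95 and 1. At 10 min it was above background on 1 of 3 mock and 3 of 3 pollen arrays, with an unadjusted p of 0.0196 from limma. At 55 min it was above background on 1 of the mock and 0 of the pollen arrays, and at 6h50 min on 0 of the mock and 1 of the pollen arrays, so that no fold change is given at these times. TSLP (NM_138551, chromosome 5 from 110413656 to 110413715) had 0.53, 0.01, 0.04, 0.14 and −0.14 from 10 min to 24 h, with a standard error of 0.39 and adjusted p-values between 0.999 and 1. All 3 mock and all 3 pollen arrays were above background for TSLP at 6h50 min, and fewer at the other times. The signs of both genes after 10 min changed with single arrays left out. IL25 (NM_022789, chromosome 14 from 23845479 to 23845538) was above background on 0 of the 30 arrays and was not tested, so that a difference was not detectable at this level of signal. None of these genes was called at any time under any alternative that tested it.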

We did not find a significantly different regulation of *IL-33*, *IL-25* or *TSLP* genes that are accepted to be important in allergic regulation. This could have many reasons, but also emphasis the point that using a low dose of whole pollen at ALI could induce different reactions than expected. The use of epithelial or other cells in the search for early factors that could predispose individuals to becoming allergic are a promising target, as these cells form the first contact between environment and the immune system.

Our experiments show that the reaction of the epithelium was limited, but seems to induce a “danger-signal”. Danger signals are augmenting immune responses and are often needed when deliberately making animals allergic or when desensitizing humans. We expect that danger signals in humans will do the same as in animals.

## Conclusions

We designed and evaluated a system to dose whole pollen to cells at ALI. Although 40% of pollen was lost to the instrument, we were able to obtain a reproducible, equally distributed and gentle pollen dosing on immortalized human bronchial epithelial BEAS-2B cells.

The cells exhibited limited reaction to mock exposures. However, when dosing whole pollen, transcriptomic changes did occur. These reactions were few at 10 and 55 min after dosing. Differential regulation peaked at about 7 hours after exposure. The pathways involved were in the beginning mainly inflammation and evolved later into general cell activation, i.e. whole pollen induced a danger signal which have an adjuvant effect on allergic inflammation. After 24 hours reactions had ceased.

We imagine to use this system of low dose pollen at ALI for investigating the synergistic effects of environmental factors on pollen exposure in making individuals allergic.

## Supporting information

S1 Fig Effect of surface coating on pollen loss. (A) test system “(“slide-friction-test”) to pre-test the effect of a surface change on pollen stickiness (B) effect of a PTFE coating on pollen loss to the surfaces of the Pollen Sedimentation Chamber and (C) effect of coating in pollen deposition on the bottom of the Pollen Sedimentation Chamber. N≥ 3 in all cases.
(PDF) Click here for additional data file.

S2 Fig Effect of air pressure on pollen loss. (A) detail of dispersion chamber with route of injected pollen when loading through entrance (1) and examples of Melinex(R) glue tapes (2), (B) sedimented pollen in the position T3, on the dispersion chamber, depending on air pressure. A higher pressure resulted in pollen being propelled against the walls and mesh, where they stuck and were lost.
(PDF) Click here for additional data file.

S3 Fig Top enriched GO Terms at 6h50 min of BEAS-2B exposed to whole birch pollen. Metascape analysis of the significant regulated genes was performed. GO Terms related to Biological Processes are illustrated.
(PDF) Click here for additional data file.

S1 Appendix Values used to build graphs. (DOCX) Click here for additional data file.

S2 Appendix Metascape enrichment Top-GO cluster analysis for the up-regulated genes, at 6h50min. (CSV) Click here for additional data file.

S3 Appendix Metascape enrichment Top-GO cluster analysis for the down-regulated genes, at 6h50min. (CSV) Click here for additional data file.

# Supplementary material for: Dosing intact birch pollen grains at the air-liquid interface (ALI) to the immortalized human bronchial epithelial cell line BEAS-2B
**Source:** PLoS One. 2021 Nov 16;16(11):e0259914. doi: 10.1371/journal.pone.0259914
**Supplement:** S1 Appendix

**S1 Table 1. Data used to build Fig. 1B**

| Loading tube | Pollen Loss (%) | Mean (%) | SD |
| --- | --- | --- | --- |
| Falcon tube | 65.82 | 69.071 | 19.658 |
|  | 88.78 |  |  |
|  | 78.52 |  |  |
|  | 43.17 |  |  |
| Glass tube | 46.42 | 47.393 | 2.124 |
|  | 48.19 |  |  |
|  | 45.04 |  |  |
|  | 49.92 |  |  |
| No-escape tube | 0.00 | 1.867 | 3.431 |
|  | 0.00 |  |  |
|  | 7.00 |  |  |
|  | 0.47 |  |  |

**S2 Table 2. Data used to build Fig. 1C**

| Loading tube and Air pressure used | Pollen deposited (pollen/cm^2^) | Mean (pollen/cm^2^) | SD |
| --- | --- | --- | --- |
| Falcon tube  1 bar | 326.39 | 368.834 | 162.389 |
|  | 264.24 |  |  |
|  | 609.03 |  |  |
|  | 275.69 |  |  |
| No-escape tube  1 bar | 338.54 | 363.194 | 84.025 |
|  | 256.94 |  |  |
|  | 447.57 |  |  |
|  | 409.72 |  |  |
| No-escape tube  0.5 bar | 581.25 | 579.423 | 32.463 |
|  | 554.17 |  |  |
|  | 624.65 |  |  |
|  | 557.64 |  |  |

**S2 Table 3. Data used to build Fig. 3A**

| Pollen dose | Position on the plate | Mean deposited pollen (pollen/cm^2^) | SD |
| --- | --- | --- | --- |
| 1 mg | Position 1 | 358.333 | 88.462 |
|  | Position 2 | 293.750 | 58.072 |
|  | Position 3 | 339.583 | 23.478 |
|  | Position 4 | 302.778 | 29.191 |
|  | Position 5 | 344.444 | 54.180 |
|  | Position 6 | 320.139 | 6.365 |
| 2 mg | Position 1 | 589.583 | 80.066 |
|  | Position 2 | 625.694 | 87.558 |
|  | Position 3 | 675.694 | 59.561 |
|  | Position 4 | 526.289 | 69.389 |
|  | Position 5 | 477.083 | 52.581 |
|  | Position 6 | 625.694 | 63.749 |
| 4 mg | Position 1 | 1442.361 | 142.131 |
|  | Position 2 | 1134.028 | 106.114 |
|  | Position 3 | 1082.622 | 41.967 |
|  | Position 4 | 1112.500 | 91.073 |
|  | Position 5 | 1243.056 | 37.807 |
|  | Position 6 | 1173.611 | 102.536 |
| 10 mg | Position 1 | 2845.833 | 179.711 |
|  | Position 2 | 2836.806 | 363.888 |
|  | Position 3 | 2884.028 | 150.294 |
|  | Position 4 | 2643.750 | 243.518 |
|  | Position 5 | 2919.444 | 54.500 |
|  | Position 6 | 2876.389 | 31.273 |

**S2 Table 4. Data used to build Fig. 3B**

| Pollen dose | Pollen deposited (pollen/cm^2^) | Mean (pollen/cm^2^) | SD |
| --- | --- | --- | --- |
| 1 mg | 327.43 | 326.505 | 8.718 |
|  | 317.36 |  |  |
|  | 334.72 |  |  |
| 2 mg | 581.25 | 586.690 | 35.557 |
|  | 554.17 |  |  |
|  | 624.65 |  |  |
| 4 mg | 1252.08 | 1205.486 | 40.580 |
|  | 1177.92 |  |  |
|  | 1186.46 |  |  |
| 10mg | 2932.99 | 2834.375 | 145.987 |
|  | 2666.67 |  |  |
|  | 2903.47 |  |  |

**S2 Table 5. Data used to build Fig. 3C**

| Pollen dose | Pollen Loss (%) | Mean (%) | SD |
| --- | --- | --- | --- |
| 1 mg | 39,27 | 39.442 | 0.170 |
|  | 39,44 |  |  |
|  | 39,61 |  |  |
| 2 mg | 45,59 | 46.031 | 2.626 |
|  | 48,85 |  |  |
|  | 43,65 |  |  |
| 4 mg | 37,57 | 40.377 | 2.515 |
|  | 42,42 |  |  |
|  | 41,14 |  |  |
| 10mg | 42,99 | 44.609 | 2.596 |
|  | 47,60 |  |  |
|  | 43,23 |  |  |

**S2 Table 6. Data used to build Fig. 4A**

| Incubation time | Condition | Mean of Cytotoxicity (%) (normalized to control) | SD |
| --- | --- | --- | --- |
| 10 min | Control TW | 1.401 | 3.606 |
|  | Exposed TW | 2.893 | 0.805 |
| 55 min | Control TW | 0.547 | 0.870 |
|  | Exposed TW | 2.923 | 2.079 |
| 2h25 min | Control TW | 1.514 | 1.253 |
|  | Exposed TW | 3.353 | 1.299 |
| 6h50 min | Control TW | 0.034 | 0.683 |
|  | Exposed TW | 2.145 | 0.665 |
| 24 h | Control TW | 2.315 | 6.381 |
|  | Exposed TW | 7.221 | 18.809 |

**S2 Table 7. Data used to build Fig. 4B**

| Incubation time | Condition | Mean of Viability (%) (normalized to control) | SD |
| --- | --- | --- | --- |
| 10 min | Control TW | 97.075 | 5.795 |
|  | Exposed TW | 102.705 | 0.537 |
|  | Positive control | 5.648 | 0.561 |
| 55 min | Control TW | 99.017 | 2.162 |
|  | Exposed TW | 100.537 | 2.638 |
|  | Positive control | 5.466 | 1.183 |
| 2h25 min | Control TW | 103.067 | 2.246 |
|  | Exposed TW | 103.945 | 4.058 |
|  | Positive control | 6.243 | 1.088 |
| 6h50 min | Control TW | 102.178 | 2.947 |
|  | Exposed TW | 103.729 | 1.236 |
|  | Positive control | 6.796 | 0.322 |
| 24 h | Control TW | 99.579 | 4.758 |
|  | Exposed TW | 103.366 | 5.374 |
|  | Positive control | 7.273 | 0.385 |

**S2 Table 8. Data used to build Fig. 4B**

| Incubation time | Gene | Fold change (relative to control) | SD |
| --- | --- | --- | --- |
| 55 min | CXCL2 | 2.50 | 0.58 |
|  | IL6 | 2.91 | 0.73 |
|  | TNFAIP3 | 3.30 | 0.50 |
|  | IL1B | 1.81 | 0.68 |
| 2h25 min | IL1B | 2.32 | 0.55 |
|  | SOCS3 | 2.01 | 0.40 |
| 6h50 min | FOXP1 | 1.26 | 0.13 |
|  | ICAM1 | 2.92 | 0.70 |
|  | IL24 | 4.05 | 0.59 |
|  | IL4R | 1.23 | 0.17 |

**S2 Table 9. 

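Pollen loss is the share of the weighed pollen that is not recovered on the bottom of the chamber, as scaled up from a counted cover slide. From the single values of the supplement, and with the group names that it gives, the loss with coated surfaces was 52.7% (SD 18.4, n = 3), with values between 40.9% and 73.9%. Without coating it was 60.5% (SD 14.5, n = 3), with values between 43.9% and 70.2%. The difference, coated minus not coated, was −7.81 percentage points (exact permutation test, two-sided, p = 0.8, where 0.1 is the smallest p that 3 values against 3 allow).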

Data used to build S1. Fig. (B)**

| **Loading tube** | **Pollen Loss (%)** | **Mean (%)** | **SD** |
| --- | --- | --- | --- |
| Coated | 43,21 | 52.68 | 10.65 |
|  | 73,94 |  |  |
|  | 40,89 |  |  |
| Not Coated | 67,42 | 60.49 | 8.36 |
|  | 70,21 |  |  |
|  | 43,85 |  |  |

**S2 Table 10. 

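Table 10 lists the pollen that reached the surface under the same conditions as the pollen loss. From its single values, and under its group names, the deposited pollen was 524 pollen/cm2 (SD 236, n = 3) with coated surfaces and 417 pollen/cm2 (SD 199, n = 3) without coating. The values ranged from 252 to 679 with coating and from 279 to 645 without. The difference of 107 was smaller than the SD of either group (exact permutation test, two-sided, p = 0.8, where 3 values against 3 allow no p below 0.1).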

Data used to build S1. Fig. (C)**

| **Loading tube** | **Pollen deposited (pollen/cm^2^)** | **Mean (pollen/cm^2^)** | **SD** |
| --- | --- | --- | --- |
| Coated | 640.97 | 524.07 | 136.44 |
|  | 252.08 |  |  |
|  | 679.17 |  |  |
| Not Coated | 326.74 | 417.01 | 114.89 |
|  | 279.17 |  |  |
|  | 645.14 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

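The data are 30 one-colour Agilent arrays of BEAS-2B cells exposed to whole birch pollen or to mock, 3 per exposure at each of 10 min, 55 min, 2h25 min, 6h50 min and 24 h. Each array holds the RNA of 1 culture. The microarray of incubator cells behind Fig 4C and 4D was not analysed here, since no sample is labelled as such.

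The authors deposited spot intensities per array, which per the file headers Feature Extraction had background subtracted and multiplicatively detrended within the array, without scaling between arrays. The files also give the mean brightness of each spot, the brightness around it, and marks for spots that are well above background, saturated, uneven or outliers among replicate spots. The authors also deposited a table of log2 values, which per the methods were preprocessed with limma. From its values, each column that could be compared is a monotone function of the mean brightness on an array. The quantiles are the same in every column, so that the table was quantile normalized without background subtraction. Of its 30 columns, 29 could be compared with the arrays. The column with the name of an array matched that array best in 23 cases, and in 6 cases, all at 24 h, it matched another array of its own group. The spot intensities were used with the labels of their own files, and 0 measurement columns were left without a condition.

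A total of 29 arrays share a design of 58201 probes other than controls, on 60901 spots. The 55 min pollen replicate 1 array is of another design with 42405 probes on 58717 spots, and 33873 probes are on both with the same sequence. Gene names were taken from the reference annotation through the accession of a probe for 33536 probes and through the gene name in the file for 4609, and 20056 kept the name in the file. Positions are on hg19, as the files state.

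In R 4.3.3 with data.table 1.17.8, spots marked uneven or as outliers among replicates were left out. The spot intensities were put on the log2 scale, and the log2 values of replicate spots of a probe were averaged. The plan, written before the data were examined, was to subtract the 75th percentile of each array over its own probes. After the array designs and percentiles had been seen, and before any test was run, this was changed to the percentile over the probes on both designs. The percentile over its own probes was 1647 on the array of the other design and between 211 and 819 on the other arrays. Over the shared probes it was 1413 on that array and between 578 and 2111 on the others. The percentile over own probes was run as an added setting. Probes well above background on all 3 arrays of at least 1 group were tested, 32102 probes of 24513 gene names, of which 19438 were well above background on all arrays and 23929 are on both designs.

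With limma 3.58.1 a model of 10 group means was fitted to all arrays by lmFit and eBayes, with 20 residual and 2.35 prior degrees of freedom. Pollen was compared with mock at each time, and the effect of pollen was compared between neighbouring times by interaction contrasts. A probe is called at a Benjamini-Hochberg adjusted p under 0.05 and, for the comparisons with mock, a change of at least 1.1-fold, the cut-offs of the paper. All p-values of genes are from limma. Genes called at 55 min and at 2h25 min were compared with Fisher's exact test. Named genes are those that the paper names in its results or discussion for a time, and IL33, IL25 and TSLP at every time. Added to these are up to 5 probes with a gene symbol in each direction at each time, with the largest changes among those called and changed the same way in all 3 pairs of arrays with the same number. Genes of the heatmaps in Fig 5B and 5C were looked up as well. A gene is represented by its probe with the highest mean over all arrays. Where no array of the dimmer group was well above background, the fold change is a lower bound. It was computed against the larger of the value and the lowest signal among probes well above background on each of those arrays. No fold change is given where both groups were below background, or where the bound does not exceed 1.

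A total of 10 lists of genes were tested with limma's camera on 18246 probes, 1 per gene name, with a preset correlation of 0.01 and adjustment over all lists and times. They are NF-kB targets, immediate early genes, ribosome biogenesis, cell division, cholesterol synthesis, hypoxia and glycolysis, the unfolded protein and integrated stress response, NRF2 targets, interferon-stimulated genes and the genes that the paper names for the mock response. The paper names 11 of the 34 NF-kB targets for these samples, 7 of the 32 immediate early genes and 6 of the 15 genes of the mock response. Of the genes of the mock response 6 are in another list as well. The lists were also tested with fry and with the correlation estimated from the arrays.

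The precision rests on 3 arrays per group. Between 44.7% and 59.3% of the probes of an array were well above background, and 0 spots were saturated. Data were simulated from the means and spreads of these arrays, with 200 of 32102 probes changed. The fit recovered between 87% and 93% of changes of 4-fold and between 18.5% and 28.5% of changes of 1.52-fold. There 0 changed probes were called in the wrong direction, and up to 14 unchanged probes were called at a time. The simulated noise was independent between arrays and probes. It held no pairs, slides, arrays of unequal quality or dim area, so recovery in the real data may differ.

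Arrays with the same replicate number were taken as pairs where the residuals of all 3 had a correlation above 0.1. This held at 10 min (0.40 to 0.46), 2h25 min (0.49 to 0.64) and 24 h (0.30 to 0.75), and did not hold at 55 min (−0.07 to 0.39) and 6h50 min (−0.03 to 0.23). The model has no block for the replicate, and the block was run as an alternative. The paper does not describe such a block, but states that exposed cells were compared with mock controls of the same run. The arrays lie on 5 slides. At 10 min, 6h50 min and 24 h all 6 arrays share a slide. At 2h25 min 2 arrays of each group share a slide and the other pair another, and at 55 min 2 arrays of each group share a slide while the mock replicate 1 and pollen replicate 1 arrays are each on another.

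Planned as alternatives were normexp background correction (offset 50) with quantile normalization, quantile normalization of the same values, the 75th percentile over probes well above background on all arrays, the authors' processed values, no filter on dim probes, only probes well above background on all arrays, the 6 arrays of a time alone, a block for the replicate or the slide, eBayes with an intensity trend and robust estimation, array weights, probes averaged per gene name, a 1.5-fold cut-off, and each array left out in turn. Added after seeing the data were the percentile over own probes, the authors' values taken row by row although 1 array has other probes in its rows, only probes on both designs, normexp and quantile normalization with the replicate block, and each of 3 settings with areas of locally low signal left out. To find such areas each array was divided into 256 blocks, and a block was low where the median over its spots of the log2 value minus the mean of the probe over the arrays of the other times was below −0.3. The grid and this threshold were chosen after maps of the arrays had been seen. The low blocks in the middle of the 6h50 min mock replicate 1 and 2 arrays cover 2976 spots.

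The single values in the tables of S1 Appendix were read from the supplement, and coated and not coated surfaces were compared with exact permutation tests (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). Figures were drawn with matplotlib 3.10.9. Metascape was not used, and qRT-PCR data were not analysed here.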

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

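The tests of CCN2, of ANGPTL4 and of the 24 h gene lists in this part were chosen after their results had been seen. The regroupings of arrays were planned, and the count of regroupings by smallest adjusted p was added later.

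CCN2 rose in pollen at 2h25 min and was little changed at 6h50 min, with log2 fold changes of 1.44 and 0.12, and the difference between the times itself passed the threshold. It was −1.32 (standard error 0.17, adjusted p = 0.00296 from limma), and CCN2 was above background on all 30 arrays. At least 1 probe passed this threshold in 20 of 100 regroupings of the arrays within the times. A smallest adjusted p as low as that of CCN2 was found in 5 of the 100, the real one among them. That is not below the 5 of 100 set as the limit. A regrouping can keep the real split of 2h25 min, and with it the rise of CCN2. It can also put arrays with the same number on one side, although these varied together at 2h25 min. Neither count can therefore tell whether chance made the difference. The tables argue against 4 technical explanations. Its probe lies outside the dim area of the 6h50 min mock arrays, and with that area left out the difference was −1.32. Under quantile normalization it was −1.33. With each of the 12 arrays left out in turn it lay between −1.40 and −1.26, so that no single array accounts for it. With the percentile over own probes 0 probes passed. Mock and pollen arrays shared slides within both times, so that an offset of a slide cancels. A slide that shrinks changes is argued against, since over the probes well above background on all arrays the mean values at 6h50 min rose on those at 2h25 min with a slope of 1.02, while CCN2 kept a share of 0.0855 of its change. A rise of CCN2 that has passed by 6h50 min may be a biological explanation, as a hypothesis from the same data, beside chance, which stays open.

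ANGPTL4 was called higher in pollen at 6h50 min, where the paper's text does not name it. Its text names this gene for the mock response, and Fig 5C shows it at 2h25 min. The log2 fold change of ANGPTL4 at 6h50 min was 1.99 (adjusted p = 0.0294 from limma), with all 3 pollen arrays above their mock arrays. The probe lies outside the dim area, and the change with the area left out was 1.99. Left out in turn, each array gave a change between 1.90 and 2.14, so that neither the area nor a single array accounts for its size. The call is less firm than the size. It was lost when any array other than mock replicate 3 was left out, with adjusted p-values up to 0.183. Over all alternatives the adjusted p lay between 0.00108 and 1. The call was also lost with the authors' processed values, without the filter on dim probes, with the 6 arrays of the time alone and with the percentile over own probes. Since the paper describes ANGPTL4 as responding to handling in mock cells, a difference in handling between mock and pollen cultures was not tested and stays open beside an effect of the pollen.

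At 24 h, where the paper reports no transcriptomic change, 2 gene lists were past camera's threshold with changes of more than 0.1. Interferon-stimulated genes had a median log2 fold change of 0.17, with 26 of 29 genes higher in pollen (adjusted p = 4.99e-06 from limma's camera). Immediate early genes had a median of −0.20, with 2 of 30 genes higher (adjusted p = 1.19e-05). Scaling of the arrays is argued against, since under quantile normalization the adjusted p-values were 8.46e-06 and 1.95e-05. Genes of a list that move together from array to array may account for these results. With the correlation between genes estimated from the arrays the adjusted p-values were 0.0925 and 0.362, and with fry 0.0682 and 0.532. Over all alternatives they lay between 1.86e-06 and 0.0925 for interferon-stimulated genes and between 2.36e-07 and 0.532 for immediate early genes. The lowest of each was from camera with the replicate block, which takes the paired arrays of 24 h into account. Fry and the estimated correlation were run apart from that block, so that an effect shared by a pair may count as correlation between genes there. The other lists past the threshold at 24 h were ribosome biogenesis, with a median of −0.07 (8 of 49 genes higher, adjusted p = 3.05e-05), and NF-kB targets, with 0.09 (27 of 33 higher, adjusted p = 0.0293), neither of them with fry or the estimated correlation. In 1 of the 4 splits that part all 3 pairs, the real one, as many lists were past the threshold, and 4 splits cannot exclude chance.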

How the results depend on the processing

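The alternatives named as added or with areas of low signal were chosen after seeing the data, and the others were planned. Where no cause is given for a change, the cause was not tested.

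The 1.5-fold cut-off left the counts of called probes at each time unchanged. Over all alternatives, 100 counts stayed within 1.5 times and 128 did not. Of the values of named genes, 1258 kept direction and side of the threshold, 168 passed it where they had not, 192 no longer passed it and 46 changed direction. Of the results of gene lists 259 were kept, 5 passed and 36 no longer passed.

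Of the settings for scaling and background, normexp and quantile normalization gave 2 probes at 55 min, 21 at 2h25 min, 305 at 6h50 min and 0 at 24 h. The same setting gave 1 probe in the difference of 55 min from 10 min, 2 in that of 6h50 min from 2h25 min, 1 in that of 24 h from 6h50 min, and 4 called qRT-PCR genes. Of the 305 probes, 11 were among the 14 called otherwise. Quantile normalization of the same values gave 8 probes at 6h50 min, 5 of them among the 14, and 0 at 24 h. In the difference of 24 h from 6h50 min it gave 1 probe, and it called 2 qRT-PCR genes. With the 75th percentile over probes well above background on all arrays 8 probes were called at 6h50 min. Higher calls were 85.7% of the calls at 6h50 min, 62.5% under quantile normalization and 66.7% with the authors' processed values. The authors' processed values called 0 probes at 55 min, 2 at 2h25 min, 3 at 6h50 min, 0 at 24 h and 0 qRT-PCR genes, and moved the median of all probes at 55 min to −0.24. Taken row by row, an added setting, they gave 0 probes at 55 min, 0 at 2h25 min, 0 at 6h50 min, 0 at 24 h and 0 qRT-PCR genes. In that setting the rows of 1 array hold other probes by construction, and the median at 55 min was −0.47. The added percentile over own probes moved the median at 55 min to −0.60, since 1 array has another set of probes. It gave 0 probes at 55 min, 0 at 2h25 min, 3 at 6h50 min and 0 at 24 h. It also gave 0 in the difference of 6h50 min from 2h25 min, 0 in the overlap and 0 qRT-PCR genes.

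Filters changed the number of tests by construction. Without the filter on dim probes there were 1 call at 10 min, 3 at 55 min, 3 at 2h25 min, 3 at 6h50 min and 0 at 24 h. Without it 2 probes differed between 55 min and 10 min and 1 between 2h25 min and 55 min. Only probes well above background on all arrays gave 21 at 2h25 min, 50 at 6h50 min, 0 at 24 h and 2 qRT-PCR genes. Only probes on both array designs, an added setting, gave 3 at 6h50 min, and probes averaged per gene name gave 4.

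The model changed the counts as well. The 6 arrays of a time alone gave 0 at 55 min, 0 at 2h25 min, 0 at 6h50 min and 0 at 24 h, 0 genes in the overlap and 0 qRT-PCR genes, with fewer residual degrees of freedom. A replicate block, which takes arrays with the same number as pairs, gave 0 at 55 min, 44 at 2h25 min, 144 at 6h50 min and 6 at 24 h. With the block 2 probes differed between 6h50 min and 2h25 min, the overlap was 0 and 3 qRT-PCR genes were called. Of the 44 and 144 probes, 10 and 14 were among the 11 and 14 called without the block. A slide block gave 0 at 55 min, 23 at 2h25 min and 2 qRT-PCR genes. EBayes with an intensity trend and robust estimation gave 23 at 2h25 min, 57 at 6h50 min, 0 at 24 h and 2 qRT-PCR genes. Array weights gave 226 at 55 min, 7 at 2h25 min, 530 at 6h50 min and 105 at 24 h. With them 40 probes differed between 6h50 min and 2h25 min and 161 between 24 h and 6h50 min, and 9 qRT-PCR genes were called. At 6h50 min the weight of mock replicate 3, the mock array without the dim area, was 0.391, against 0.896 and 1.51 for mock replicates 1 and 2. At 55 min mock replicate 2 had 6.26, pollen replicate 2 had 3.35 and pollen replicate 1, of the other design, had 0.117. Mock replicate 2 of 24 h had 5.21. The weighted calls at 55 min therefore rest largely on mock replicate 2 and pollen replicate 2.

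Normexp and quantile normalization with the replicate block, an added setting, gave 1 probe at 10 min, 21 at 55 min, 83 at 2h25 min, 1139 at 6h50 min and 0 at 24 h. The differences held 1 probe for 55 min, 23 for 6h50 min and 12 for 24 h, each against the time before. With it the overlap was 10 and 8 qRT-PCR genes were called. With the locally low areas left out, 7 probes were called at 6h50 min, 2 differed between 6h50 min and 2h25 min and 1 between 24 h and 6h50 min. Normexp and quantile normalization with these areas left out gave 2 at 55 min, 22 at 2h25 min, 26 at 6h50 min, 0 at 24 h and 3 qRT-PCR genes. Its differences held 1 probe for 55 min, 4 for 6h50 min and 2 for 24 h. With both the replicate block and the areas left out there were 1, 25, 98, 309 and 2 probes at the 5 times. The differences held 3, 23 and 10 probes for 55 min, 6h50 min and 24 h, and 8 qRT-PCR genes were called. At 6h50 min the 14 calls shared 4 probes with the 7 left without the areas.

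Leaving out each array in turn gave between 0 and 14 probes at 55 min, with 14 without mock replicate 3, where CCN2 stayed called. With any other array left out CCN2 was not called, and the 1 call without pollen replicate 2 was lower. At 2h25 min it gave between 2 and 19, with 19 without pollen replicate 3, 2 without pollen replicate 1, pollen replicate 2 or mock replicate 2, and 3 without mock replicate 1. At 6h50 min it gave between 0 and 508, with 0 without mock replicate 1 and 508 without mock replicate 3. It was 7, 2 and 4 without pollen replicates 1, 2 and 3, and 9 without mock replicate 2. At 24 h it gave between 0 and 4, with 4 without mock replicate 3 and 0 without pollen replicate 1, pollen replicate 3 or mock replicate 2. The overlap lay between 0 and 2, with 2 without mock replicate 3 of 55 min. Where an array is left out the remaining ones carry fewer degrees of freedom.

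The genes that changed direction were as follows. Under the percentile over own probes the changes at 55 min were −0.17 for P2RX6, −0.64 for TSLP and −0.0399 for ZC3H12A. TSLP at 55 min was −0.0094 with the percentile over probes well above background on all arrays and −0.0317 with the authors' processed values. TSLP at 24 h was 0.0067 with the authors' processed values, also row by row, 0.15 with array weights and 0.0108 in each setting with normexp. Values of IL33 at 55 min and 6h50 min are those of the model and no fold changes, since it was near background. IL33 at 55 min was 0.19 with array weights and 0.32 with the slide block, and at 6h50 min −0.0229 with quantile normalization. Row by row, the authors' values at 55 min gave −1.88 for CCN2, −0.82 for CXCL2, −0.13 for IER3, −0.54 for IL6, 0.84 for IL33 and −0.17 for TSLP.

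With the areas left out the changes at 6h50 min were −0.26 for ACTN4, −0.12 for CYB5B and −0.0128 for MTOR. With normexp and the areas left out they were −0.27 for ACTN4, −0.0951 for CYB5B, −0.0119 for FOXP1 and −0.0286 for MTOR. With the replicate block as well they were −0.35 for ACTN4, −0.0077 for FOXP1, −0.077 for MTOR and −0.0283 for SLC25A4. In these settings 1 mock array stands for the mock group at these genes, and it is assumed to vary like the other groups.

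With arrays left out in turn, IL33 lay between −1.0035 and 0.0136 at 55 min, −1.09 and 0.0906 at 2h25 min, −0.25 and 0.81 at 6h50 min, and −0.15 and 0.28 at 24 h. TSLP lay between −0.25 and 0.25 at 55 min, −0.18 and 0.29 at 2h25 min, −0.0334 and 0.28 at 6h50 min, and −0.67 and 0.24 at 24 h. P2RX6 at 55 min lay between −0.15 and 1.54.

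Of the gene lists, 18 results were past the threshold with camera's preset correlation, 5 with fry and 4 with the correlation estimated from the arrays. With the replicate block, both quantile settings or the probes outside the low areas the number stayed within 1.5 times of 18.

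Signal over background limits what the arrays can show. IL24 at 6h50 min, IL33, CSF2 in mock at 2h25 min and P2RX6 at 55 min were below background on some arrays, and so was TSLP except at 6h50 min. The probes of KRT38 at 24 h and LOC100130548 at 6h50 min were called although they were below background on all 6 arrays of the time, and IL25 was below it on all arrays.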

Differences from the paper's values

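All alternatives named in the paragraphs on counts and fold changes were set before the data were examined unless stated otherwise.

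At 55 min the paper reports 11 up-regulated genes, and 1 probe was called higher. Without mock replicate 3 the count was 12, within 1.5 times of the paper's, and none of the other alternatives came within 1.5 times.

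At 2h25 min the paper reports 20 up-regulated genes, and 11 probes were called higher. Normexp and quantile normalization gave 21, quantile normalization 16, only probes well above background on all arrays 21, the slide block 22, eBayes with trend and robust estimation 23 and limma without pollen replicate 3 19, all within 1.5 times. The other alternatives set in advance were further away. Among settings chosen after seeing the values, only probes on both designs gave 16, and normexp and quantile normalization with the low areas left out gave 22. For down-regulated genes the paper reports 1 and 0 were called. The slide block and array weights each gave 1, and the other alternatives set in advance did not. The replicate block with normexp and quantile normalization, chosen after seeing the values, gave 1 as well.

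At 6h50 min the paper's text reports about 600 up-regulated genes, and 12 probes were called higher. Array weights gave 460 and limma without mock replicate 3 gave 469, both within 1.5 times, and the other alternatives set in advance were not. Of these calls 360 and 419 lay in the dim area, and mock replicate 3 is the mock array without that area. The replicate block with normexp and quantile normalization, chosen after seeing the values, gave 839, also within 1.5 times. Of those 475 lay in the area. The paper reports 76 down-regulated genes, and 2 were called lower. Array weights gave 70, and the other alternatives set in advance did not come within 1.5 times. With the replicate block, normexp, quantile normalization and the low areas left out, chosen after seeing the values, there were 109, also within 1.5 times.

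At 24 h the paper reports 0 genes, and 1 probe was called. The count was 0 with normexp and quantile normalization, quantile normalization, the authors' processed values, no filter on dim probes, only probes well above background on all arrays, the 6 arrays of the time alone and eBayes with trend and robust estimation. It was also 0 without pollen replicate 1, pollen replicate 3 or mock replicate 2, and it was not 0 under the other alternatives set in advance. With the percentile over own probes, the authors' values row by row, and normexp and quantile normalization with the replicate block or with the low areas left out, all chosen after seeing the values, it was 0 as well.

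For TNFAIP3 at 55 min the paper's qRT-PCR value is 3.30 (SD 0.50), and the fold change on the arrays was 2.13. Quantile normalization gave 2.26, the slide block 2.24, array weights 2.81, limma without pollen replicate 1 2.76 and without mock replicate 3 2.87, which are within 1.5 times. The other alternatives were not. For ICAM1 at 6h50 min the paper's qRT-PCR value is 2.92 (SD 0.70), and the arrays gave 1.38. Its alternatives gave between 1.34 and 1.48, and none came within 1.5 times.

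In S1 Appendix the values stated as SD are smaller than the SD of the single values in 4 of 18 groups, where they equal the standard error of the mean. For pollen loss the paper's values are 10.65 for coated and 8.36 for not coated, and the SDs are 18.4 and 14.5. For deposited pollen they are 136.44 and 114.89, and the SDs are 236 and 199. The paper reports an increase of the deposited dose of 13% with the coating, and from the single values it was 25.7%, while the pollen loss fell by 12.9%. The paper's text gives 53 ± 18% as the pollen loss before coating, while the table lists 52.68 under coated, so that which group was coated and the sign of both differences are in doubt. None of the alternatives applies to these values.

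Directions and rankings that the paper states were compared as well. The paper names CDK1 among up-regulated genes at 6h50 min, and its log2 fold change was −0.10. It names the CEP family among genes that were mostly up-regulated, and 14 of 37 tested were higher. It names the caspase family as up-regulated, and 4 of 10 tested were higher, while without pollen replicate 2 it was 6. Both family counts are over all tested members. The paper's wording is on differentially regulated genes, and its text does not name the members it means, so these counts cannot contradict it. The paper places the highest number of up-regulated genes at 6h50 min. There were 12 higher calls there and 11 at 2h25 min. More were called at 6h50 min with normexp and quantile normalization (271 against 21), array weights (460 against 6) and the replicate block (126 against 42). The same held for eBayes with trend and robust estimation (56 against 23) and only probes well above background on all arrays (48 against 21). In these settings between 52.4% and 85.4% of those calls lay in the dim area. Without mock replicate 3 of 6h50 min there were 469, of which 419 lay in that area. Fewer than at 2h25 min were called with quantile normalization (5 against 16), the percentile over probes well above background on all arrays (7 against 13), no filter on dim probes (2 against 3), the slide block (16 against 22) and probes averaged per gene name (4 against 10). The authors' processed values gave 2 at each time, and the 6 arrays of a time alone gave 0 at each. With an array of 6h50 min left out, there were 5, 2 and 2 without pollen replicates 1, 2 and 3, 0 without mock replicate 1 and 7 without mock replicate 2, all below 11, and without pollen replicate 3 of 2h25 min there were 19 at 2h25 min, above 12. Among settings chosen after seeing the values, only probes on both designs gave 3 against 16, the low areas left out 5 against 11 and the same with normexp and quantile normalization 18 against 22, while the authors' values row by row gave 0 at each time. The replicate block with normexp and quantile normalization, also chosen after seeing the values, gave 839 against 82, and 200 against 96 with the low areas left out. The percentile over own probes gave 2 against 0. At 55 min there were 12 without mock replicate 3 of that time, as many as at 6h50 min.

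The paper's text names 8 genes as up-regulated at 55 min, and 0 of them were called. Array weights called all 8, with most weight on mock replicate 2 and pollen replicate 2. Without mock replicate 3 limma called TNFAIP3, CXCL2, IER3 and EGR2, and EGR2 was called with normexp and quantile normalization. The same with the low areas left out, chosen after seeing the values, called EGR2. The replicate block with normexp and quantile normalization, chosen after seeing the values, called 7 of them, and with the low areas left out, also chosen after seeing the values, it called 8.

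Of the 13 genes named at 2h25 min, CSF2, EREG, IL1B, MYC and MAP2K3 were not called. All of them were called with normexp and quantile normalization, and also with the replicate block or the low areas left out in addition, both chosen after seeing the values. EREG, IL1B, MYC and MAP2K3 were called with only probes well above background on all arrays, the replicate block, the slide block and eBayes with trend and robust estimation. Quantile normalization and limma without pollen replicate 3 called EREG, IL1B and MAP2K3, and the 75th percentile over probes well above background on all arrays called MAP2K3. Only probes on both designs, chosen after seeing the values, called EREG, MYC and MAP2K3.

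Of the 16 genes named at 6h50 min 0 were called. FOXP1, PGF, SLC25A4, IL4R, TGFB1I1 and SLC2A6 were called with normexp and quantile normalization, PGF and ICAM1 with the replicate block, and SLC25A4 with eBayes with trend and robust estimation. Array weights called 11, ICAM1, ACTN4, FOXP1, PGF, SLC25A4, IL24, IL4R, TGFB1I1, MAP3K3, MTOR and SLC2A6. Without mock replicate 3 limma called 10, ACTN4, FOXP1, PGF, CYB5B, SLC25A4, IL24, TGFB1I1, MAP3K3, MTOR and SLC2A6. The replicate block with normexp and quantile normalization, chosen after seeing the values, called 13, those other than CDK1, ACTN4 and IL24. With the low areas left out as well, chosen after seeing the values, it called IL4R, ICAM1, SOD2 and PPARD, and without the block, also chosen after seeing the values, IL4R.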

Other observations

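In this part, the tests of a swap of arrays, of the dim area and of noise of dim probes as the whole cause of the many calls at 6h50 min, of pollen RNA on the calls under normexp, and the fits of the probes outside the dim area, were chosen after their results or values close to them had been seen. The other tests of explanations were planned before their results were seen, but the second version of the test on replicate spots, with all spots, was run after the first.

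Probes higher in pollen at 6h50 min lay together in the middle of the array, where mock replicates 1 and 2 were dim. A total of 12 of 256 blocks were low on mock replicate 1, with a lowest block median of −1.60, and 8 on mock replicate 2, with −1.02. On mock replicate 3 and the pollen arrays of that time there were 0. Arrays of 10 min had up to 3 low blocks, none below −0.40. A locally low signal on these mock arrays is a candidate explanation, and 104 probes that are spotted both inside and outside the area could test it. On mock replicate 1 their spots inside minus outside had a median of −0.66, and 103 of the 104 read lower inside. On mock replicate 2 the median was −0.32. On the other 4 arrays of this time it lay between 0.04 and 0.06. When spots marked by the scanner software were left out, 12 and 23 probes were left and the medians were −0.21 and −0.0194, since the software marks spots that disagree with their replicates. Mock replicates 1 and 2 had 250 and 219 marked spots, and the other arrays of this time had 47 to 74. Spots of the same probe should read alike if the RNA of the cells had changed, so the 103 probes argue against such a change as the cause of the grouping. Spike-in controls, which do not come from the cells, had a median of −0.28 on mock replicate 1 (SD 0.68), with 8 of 10 probes lower inside. On mock replicate 2 it was −0.17 (SD 0.46), also with 8 of 10 lower. With marked spots left out the medians were −0.02 over 2 probes and 0.01 over 6. All these medians lie within their SD, so that the spike-in controls alone cannot tell. A swap of a mock and a pollen array is argued against, since the lowest median of a pollen array was −0.0201 over the 865 probes of the area that were well above background on all arrays. What made the signal low was not tested.

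Many more probes were called at 6h50 min than at the other times under some settings, with 305 against 21 at 2h25 min under normexp and quantile normalization, while 14 against 11 were called with the 75th percentile over shared probes. Noise of dim probes is argued against as the whole cause, because 50 probes were called at 6h50 min against 21 at 2h25 min when only probes well above background on all arrays were tested. Of the 48 higher ones 41 lay in the dim area. Fitted with limma outside the area alone, such probes gave 0 calls at 6h50 min, with 1074 at an unadjusted p under 0.05, and 22 at 2h25 min. For the calls outside the area with normexp, quantile normalization and the replicate block, noise of dim probes is argued against by 348 calls among such probes, against 91 at 2h25 min. As a part of the cause elsewhere it stays open. Among the 14 calls the share of such probes was 0.708 of that among all tested probes, but those calls do not show the excess and the test cannot tell. RNA of the pollen grains is argued against as well. The probes called higher at 6h50 min had median changes of −0.0642 at 10 min and 0.0665 at 24 h, and the 66 called higher under normexp and quantile normalization outside the dim area had −0.011 and −0.0146. Scaling of the arrays could not be told apart from the rest. Quantile normalization gave 8 probes, fewer than 14 without removing the calls. The median SD at 6h50 min was 0.148 against 0.153 to 0.164 at the other times, but limma pooled the variance over the arrays of all times, so that this comparison of spreads could not test a cause of these calls. A change in the cells that grows with time stays open. All 11 probes called at 2h25 min changed the same way at 6h50 min, which is what the test set beforehand asked of such a change. Since 10 of them changed by less, and their median fell from 1.10 to 0.14, it was left open after these values had been seen. Such a fall is expected in part because the probes were chosen by their change at 2h25 min, so it cannot decide either. The locally low signal on mock replicates 1 and 2 may account for part of the calls, since normexp and quantile normalization gave 26 without the low areas, against 22 at 2h25 min, and the 75th percentile gave 7 against 11. There the excess of calls was gone. At an unadjusted p under 0.05 an excess over 2h25 min stayed, which the areas left out cannot account for. Normexp and quantile normalization gave 3187 such probes, against 891 at 2h25 min and 1890 at 55 min. The 75th percentile gave 1894, against 981 and 1662. With array weights fitted outside the area, 55 min held more, 4813 against 3166 at 6h50 min. Pairs of arrays that vary together, as at 2h25 min, can lower such counts in a fit without the replicate block. With the block fitted outside the area, 6h50 min held 3326, against 2002 at 2h25 min and 2730 at 55 min. Many of the other calls outside the area were lost when the probes inside it were not fitted with them. Such a fit can change limma's prior and the array weights as well as the adjustment, which were not told apart. Outside the area there were 66 higher calls under normexp and quantile normalization, 60 with the replicate block and 100 with array weights, and 6, 33 and 10 when only probes outside it were fitted. In both directions these fits called 9 probes against 25 at 2h25 min, 37 against 44, and 13 against 7 at 2h25 min and 377 at 55 min. For the number of calls, the low signal is argued against as the whole cause only with the replicate block added to normexp and quantile normalization. In that setting, chosen after seeing the data, 309 probes were left against 98 at 2h25 min. Residuals of arrays with the same number did not go together at 6h50 min (correlations of −0.03 to 0.23), so that they give no basis for the block there. The paper states that mock controls came from the same run as the exposed cells, which may be such a basis. Those 309 included 6 higher calls in the area and 194 outside it. They may stem from a change in the cells, which was not tested apart from the explanations left open here.

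Other splits of the arrays were counted to see whether chance can be excluded. At 55 min 2 of 10 splits called as many probes as the real one. The other split set mock replicates 1 and 2 with pollen replicate 1 and called 21 probes. Of these arrays mock replicate 1 and pollen replicate 1 are the ones not on the slide of the others, and within that slide 0 probes were called. At 6h50 min 1 of 10 splits, the real one, called as many, and 10 splits cannot give a share under 0.1, so that chance cannot be excluded at either time. At 10 min, 2h25 min and 24 h the replicate numbers pair the arrays, and the 4 splits that part all pairs were compared. As many probes were called in 4 of 4, 1 of 4 and 2 of 4 splits, which cannot exclude chance. For the number of gene lists past the threshold it was 2 of 4 at 10 min, 4 of 10 at 55 min, 2 of 4 at 2h25 min and 1 of 10 at 6h50 min. For the differences between neighbouring times, 100 of 100 regroupings gave as many probes for 10 min and 55 min, for 55 min and 2h25 min, and for 6h50 min and 24 h, where the counts were 0.

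In the deposited table of log2 values, the 6 columns of 24 h matched another array of their own group best. The unblocked comparisons do not change with the order within a group. On the array of the other design, the same spot numbers hold other probes. Its column of the table was not among the 29 compared with the arrays, and it was taken to follow the spots of its own array.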
